# Nutrient-regulated dynamics of chondroprogenitors in the postnatal murine growth plate

**DOI:** 10.1038/s41413-023-00258-9

**Published:** 2023-04-21

**Authors:** Takeshi Oichi, Joe Kodama, Kimberly Wilson, Hongying Tian, Yuka Imamura Kawasawa, Yu Usami, Yasushi Oshima, Taku Saito, Sakae Tanaka, Masahiro Iwamoto, Satoru Otsuru, Motomi Enomoto-Iwamoto

**Keywords:** Bone, Metabolism

## Abstract

Longitudinal bone growth relies on endochondral ossification in the cartilaginous growth plate, where chondrocytes accumulate and synthesize the matrix scaffold that is replaced by bone. The chondroprogenitors in the resting zone maintain the continuous turnover of chondrocytes in the growth plate. Malnutrition is a leading cause of growth retardation in children; however, after recovery from nutrient deprivation, bone growth is accelerated beyond the normal rate, a phenomenon termed catch-up growth. Although nutritional status is a known regulator of long bone growth, it is largely unknown whether and how chondroprogenitor cells respond to deviations in nutrient availability. Here, using fate-mapping analysis in *Axin2Cre*^*ERT2*^ mice, we showed that dietary restriction increased the number of Axin2^+^ chondroprogenitors in the resting zone and simultaneously inhibited their differentiation. Once nutrient deficiency was resolved, the accumulated chondroprogenitor cells immediately restarted differentiation and formed chondrocyte columns, contributing to accelerated growth. Furthermore, we showed that nutrient deprivation reduced the level of phosphorylated Akt in the resting zone and that exogenous IGF-1 restored the phosphorylated Akt level and stimulated differentiation of the pooled chondroprogenitors, decreasing their numbers. Our study of *Axin2Cre*^*ERT2*^ revealed that nutrient availability regulates the balance between accumulation and differentiation of chondroprogenitors in the growth plate and further demonstrated that IGF-1 partially mediates this regulation by promoting the committed differentiation of chondroprogenitor cells.

## Introduction

Long bone growth is promoted by endochondral ossification that occurs at growth plates, which are cartilaginous tissues at the ends of long bones and vertebral bodies.^1^ The growth plate comprises three layers: the resting, proliferative, and hypertrophic zones. The resting zone contains round, undifferentiated chondrocytes (hereafter “chondroprogenitors”) that rarely divide and are precursors to proliferative chondrocytes.^2,3^ Recent lineage-tracing studies have identified chondroprogenitors in the resting zone that contribute continually to long bone growth via the acquisition of stem-cell characteristics after the formation of the secondary ossification center (SOC).^4,5^ A genome-wide association study of human height revealed that the specificity of gene expression in the resting chondrocytes in newborn mice is significantly associated with height GWAS *p* values, stressing the important role of these cell populations in determining human skeletal growth.^6^

Malnutrition is considered a leading cause of growth retardation in children.^7,8^ When transient nutritional impairment is resolved, the long bone growth rate often accelerates beyond the normal rate; this phenomenon is termed catch-up growth.^9^ A common hypothesis to explain catch-up growth is that growth-inhibiting conditions decrease the proliferation of chondroprogenitors, preserving their proliferative potential until the growth-inhibiting conditions are resolved, at which point the preserved proliferative capacity accelerates growth.^10^ Although this hypothesis suggests that chondroprogenitors play an important role in this phenomenon, the effect of nutritional availability on their function is poorly understood. One reason for the limited research on this topic is the lack of appropriate tools to mark and visualize chondroprogenitors at appropriate times.

Wnt proteins participate in the maintenance of stem cells in many adult mammalian tissues.^11^ Wnt signaling is mediated by a pathway that activates transcription factors via the intracellular protein β-catenin. Axin2, a universal transcriptional target of β-catenin-dependent Wnt signaling, provides a reliable readout of cell responses to Wnt.^11,12^ Genetic lineage tracing of the cells marked by reporter protein expression in *Axin2Cre*^*ERT2*^ mice successfully identified stem cells in several adult mammalian tissues.^13–16^ We used this lineage tracing approach to identify a unique population of Axin2^+^ chondroprogenitor cells that reside in the resting zone of the growth plate after SOC formation. In this study, we investigated the nutrient-regulated dynamics of these chondroprogenitors and their regulatory mechanism using fate mapping analysis with a mouse nutrient-induced catch-up growth model.

## Results

### Identification of Axin2^+^ cells in the resting zone of the growth plate after SOC formation

We first investigated whether Axin2-expressing cells contain chondroprogenitors in the resting zone of the growth plate because the *Axin2* gene has been successfully used to identify tissue-specific stem cells in other tissues.^13–16^ Administration of tamoxifen for three consecutive days induced Cre-mediated expression of the R26RZsGreen reporter, showing that Axin2^+^ cells were rarely present in the resting zone of the neonatal growth plate (Fig. 1a and e). However, these cells appeared in the resting zone after SOC formation (Fig. 1b, proximal tibia and Fig. S1, distal femur), which is consistent with a previous study,^17^ and the number of these Axin2^+^ cells in the resting zone decreased when tamoxifen induction was performed at older ages (Fig. 1c–e). The highly specific localization of Axin2^+^ cells in the growth plate was observed at all ages after SOC formation, suggesting that chondroprogenitor cells in the resting zone were labeled.

**Fig. 1:**
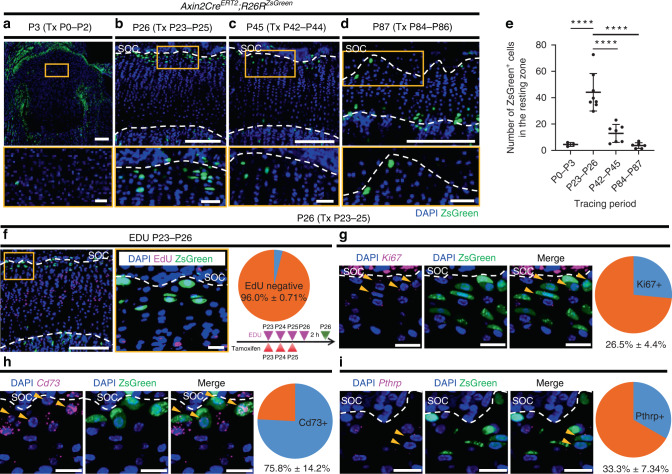
Identification and characterization of Axin2^+^ cells in the resting zone after secondary ossification center formation. **a**–**d** Axin2^+^ cells in the proximal tibial growth plate in *Axin2Cre*^*ERT2*^*;R26R*^*ZsGreen*^ mice. Axin2^+^ cells were labeled one day after three consecutive daily injections of tamoxifen (120 μg·g^−1^ body weight) from P0 (*n* = 3) (**a**), P23 (*n* = 8) (**b**), P42 (*n* = 7) (**c**), and P84 (*n* = 6) (**d**). Bottom panels show magnified views of the resting zone of the growth plate. **e** Quantification of ZsGreen^+^ cells in the resting zone across different time points reported above in (**a**–**d**). Adjusted ****P =< 0.000 1. **f**–**i** Characterization of Axin2^+^ cells in the resting zone of the proximal tibial growth plate in *Axin2Cre*^*ERT2*^*;R26R*^*ZsGreen*^ mice one day after three consecutive daily tamoxifen injections from P23. **f** Representative images of EdU labeling and Axin2^+^ cells and the percentage of EdU-negative cells among Axin2^+^ cells (*n* = 3). EdU (30 μg/g body weight) was injected daily from P23 to P26, and mice were euthanized 2 h after the last administration of EdU. **g** Representative images of in situ hybridization of *Ki67* and Axin2^+^ cells and the percentage of Ki67+ cells among Axin2^+^ cells (*n* = 3). Arrow heads, Axin2^+^ cells expressing *Ki67*. **h** Representative images of in situ hybridization of *Cd73* and Axin2^+^ cells and the percentage of *Cd73*^+^ cells among Axin2^+^ cells (*n* = 3). Arrow heads, Axin2^+^ cells expressing *Cd73*. i Representative images of in situ hybridization of *Pthrp* and Axin2^+^ cells and the percentage of *Pthrp*^+^ cells among Axin2^+^ cells (*n* = 3). Arrow heads, Axin2^+^ cells expressing *Pthrp*. Tx tamoxifen, SOC secondary ossification center. The white dashed lines demarcate the growth plate from the surrounding tissues. Scale bars: 200 μm (**a**–**d** [upper panels], **f** [left]), 40 μm (**a**–**d** [bottom panels]), 20 μm (**f** [right], **g**–**i**). All data are presented as the mean ± SD. Statistical significance was determined by one-way analysis of variance and Tukey’s multiple comparison test

We focused on Axin2^+^ cells in the resting zone at P23 because the SOC is fully developed by this time and growth plate activity is high at this time.^5^ To characterize these Axin2^+^ cells, we isolated chondrocytes from the growth plate of *Axin2Cre*^*ERT2*^*;R26R*^*ZsGreen*^ mice at P26 after tamoxifen injections at P23-P25 and assessed them for skeletal stem cell markers as reported previously (Fig. S2a).^18^ Axin2^+^ cells were distributed into various types of stem cell populations, including ‘multipotent progenitors’ and ‘stromal progenitors’ (Fig. S2b), and 41.8% of the total Axin2^+^ cells were fractionated into the ‘multipotent progenitor’ population, characterized as CD45^-^TER119^-^Tie2^-^AlphaV^+^Thy^-^6C3^-^CD105^-^CD200^+^ cells (Fig. S2c). To test whether Axin2^+^ cells and their descendants have stem cell-like properties in cultured conditions, we isolated the cells from the growth plate of *Axin2Cre*^*ERT2*^*;R26R*^*ZsGreen*^ mice at P37 after tamoxifen injections at P23-P25 and expanded them by serial passaging. At Passage 6, the cells stopped proliferating; the population doubling level when they ceased proliferation was approximately 13.0. The percentage of ZsGreen-positive cells was 32% ± 7.5% at Passage 3 and 42% ± 8.2% at Passage 5. At Passage 3, the ZsGreen-positive cells were sorted and cultured under chondrogenic, osteogenic and adipogenic differentiation conditions. The ZsGreen-positive cells showed accumulation of sulfated proteoglycan, calcification and oil droplets under chondrogenic, osteogenic and adipogenic differentiation conditions, respectively (Fig. S2d). These results suggest that Axin2^+^ cells have chondrogenic, osteogenic and adipogenic differentiation abilities, but their expansion ability is limited.

To examine the proliferative activity of these Axin2^+^ cells, we performed an EdU label-exclusive assay and in situ hybridization of *Mki67* (*Ki67)*. Most Axin2^+^ cells excluded EdU (Fig. 1f, EdU^−^; 96.0% ± 0.71% of ZsGreen^+^ cells, *n* = 3 mice), and approximately 70% of Axin2^+^ cells did not express *Ki67* (Fig. 1g, *Ki67*^+^; 26.5% ± 4.4% of ZsGreen^+^ cells, *n* = 3 mice), suggesting that Axin2^+^ cells represent slow-cycling cells. We then examined the expression of *Nt5e* (*Cd73*) and *Pthlh* (*Pthrp*), which are previously reported stem cell markers of resting chondrocytes.^4,5^ A large population of Axin2^+^ cells expressed *Cd73* (Fig. 1h, *Cd73*^+^;75.8% ± 14.2% of ZsGreen^+^ cells, *n* = 3 mice), and approximately one-third of Axin2^+^ cells expressed *Pthrp* (Fig. 1i, *Pthrp*^+^; 33.3% ± 7.34% of ZsGreen^+^ cells, *n* = 3 mice). *Foxa2*-expressing cells have been identified to be present close to the SOC in the resting zone and to contribute to growth plate renewal.^19^ At P26, *Foxa2* transcripts were sparsely expressed in the resting and proliferative chondrocytes but were abundantly expressed in the hypertrophic chondrocytes (Fig. S3a). Cells immunoreactive to the anti-Foxa2 antibody were detected at the border of the SOC, with some of the cells being ZsGreen positive (Fig. S3b, arrowhead). These data suggest that the identified Axin2^+^ cells included a subset of previously reported chondroprogenitors.

### Self-renewal and differentiation of Axin2^+^ cells

To determine the self-renewal ability of Axin2^+^ cells and their contribution to growth plate maintenance, we performed a series of cell tracing analyses in *Axin2Cre*^*ERT2*^*;R26R*^*ZsGreen*^ mice. After remaining in the resting zone (P26, Fig. 2a), the descendants of the initially labeled Axin2^+^ cells (hereafter, *Axin2-creER*^*+*^ cells) first formed short columns (composed of <10 cells) after 7 days of chase (P30, Fig. 2b, arrowhead) and subsequently formed long columns (composed of ≥10 cells) after 10 days of chase (P33, Fig. 2c, arrow). After two weeks of chase, *Axin2-creER*^*+*^ cells had constituted the columns encompassing the resting to hypertrophic zones (P37, Fig. 2d, proximal tibia and Fig. S1, distal femur). The number of ZsGreen^+^ cells in the top 50 μm zone increased during the first month of chase and decreased thereafter (Fig. 2a–e, g). The number of short ZsGreen^+^ columns increased from P23 to P30 and then plateaued, whereas long ZsGreen^+^ columns appeared at P33, and their number increased over time (Fig. 2h). *Axin2-creER*^*+*^ cells continued to accumulate over a long chase period (Fig. 2i) and formed chondrocyte columns in the growth plate after at least six months of tracing (Fig. 2f). We analyzed the data of lineage tracing experiments in male and female *Axin2Cre*^*ERT2*^*;R26R*^*ZsGreen*^ mice because there were no significant sex differences in the number of ZsGreen^+^ cells in the top 50 μm zone, the number of short/long ZsGreen^+^ columns, and the percentage of ZsGreen^+^ cells among the growth plate chondrocytes (Fig. S4a–d).

**Fig. 2:**
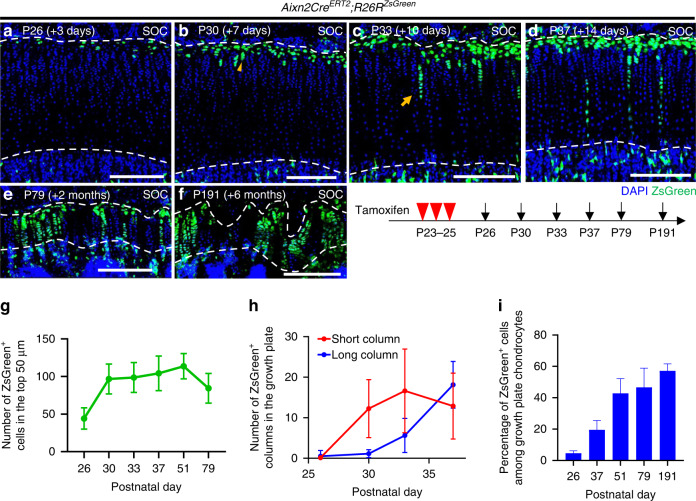
Axin2^+^ cells include a subset of chondroprogenitors in the growth plate. **a**–**f** Fate-mapping analysis of Axin2^+^ cells in the proximal tibial growth plate in *Axin2Cre*^*ERT2*^*;R26R*^*ZsGreen*^ mice (pulsed on P23–25 and traced for several days). Representative images showing descendants of initially labeled Axin2^+^ cells at 3 (*n* = 8) (**a**), 7 (*n* = 8) (**b**), 10 (*n* = 8) (**c**) and 14 (*n* = 8) (**d**) days and at 2 (*n* = 7) (**e**) and 6 (*n* = 6) (**f**) months after tamoxifen injection. Arrowhead, short column (≤9 cells) (**b**); arrows, long column (≥10 cells) (**c**). **g**–**i** Quantification of ZsGreen^+^ cells in the top 50 μm (green line) (**g**), ZsGreen^+^ columns in the growth plate, short columns (≤9 cells, red line) and long columns (≥10 cells, blue line) (**h**), and percentage of ZsGreen^+^ cells among growth plate chondrocytes (blue bars) (**i**). P26–P51 (*n* = 8), P79 (*n* = 7), and P191 (*n* = 6). SOC secondary ossification center. The white dashed lines demarcate the growth plate from the surrounding tissues. Scale bars: 200 μm (**a**–**f**). All data are presented as the mean ± SD

To investigate whether ZsGreen^+^ chondrocyte columns existed in the same clone, we analyzed *Axin2Cre*^*ERT2*^*;R26R*^*Confetti*^ mice. The administration of tamoxifen for five consecutive days from P23 marked Axin2^+^ cells in the resting zone (Fig. S5a, orange arrowheads), enabling us to perform clonal analyses. After three months of chase, some *Axin2-creER*^*+*^ cells formed chondrocyte columns labeled in the same color (Fig. S5b, orange arrow and Fig. S5d, magenta, 23.3% ± 6.35%), indicating that a single Axin2^+^ resting chondrocyte can give rise to the entire chondrocyte column. In contrast, some *Axin2-creER*^*+*^ cells remained in singlet (Fig. S5c, white arrow and Fig. S5d, black, 38.9% ± 6.89%) or doublet form (Fig. S5c, white arrowhead and Fig. S5d, blue, 34.8% ± 7.14%) in the resting zone, indicating that some Axin2^+^ cells can be dormant or very slow-proliferating resting chondrocytes. Together, these findings showed that Axin2^+^ cells included a subset of chondroprogenitors with self-renewal capability to continually form growth plate chondrocytes during the bone growth period.

We next examined whether Axin2^+^ cells at different developmental stages had the capacity to form chondrocyte columns. The Axin2^+^ cells at both P45 and P87 were found in the resting zone (Fig. 1b–d and Fig. S6a–c) in a similar distribution to that observed at P26 (Fig. 1b and Fig. S6a). Interestingly, Axin2^+^ cells were also observed in the hypertrophic zone at P87 (Fig. S6c), suggesting that Wnt/β-catenin signaling was highly activated in the hypertrophic zone at this time. After one month of chase analysis, Axin2^+^ cells initially labeled at both P45 and P87 had produced long chondrocyte columns (Fig. S6e, arrows, and Fig. S6f, arrow). The percentage of *Axin2-CreER*^+^ cells among growth plate chondrocytes after 28 days of chase decreased with time (Fig. S6d–g). These data suggested that Axin2^+^ cells in the resting zone retained the ability to generate chondrocyte columns over time, although their contribution to growth plate chondrocytes declined with age.

### Establishment of the mouse catch-up growth model

To investigate changes in the distributions of *Axin2-CreER*^+^ cells during malnutrition and subsequent catch-up growth, we first developed a mouse catch-up growth model. The mice were fed ad libitum from the start (control group) or subjected to a 50% dietary restriction (DR) for seven days from P27 before ad libitum feeding (catch-up group) (Fig. S7a). During the seven-day DR period, the male and female catch-up group mice gained less weight than the control group mice (male, *P* = 0.002 3, and female, *P* = 0.012 0; Fig. S7b, c). During the first five days after DR, the male and female mice in the catch-up group gained weight more rapidly than the control mice (male, *P* = 0.000 5, and female, *P* = 0.025 9; Fig. S7b, c), and there were no significant differences in body weight at the end of the experiment for both males and females (Fig. S7b, c).

The tibial length of male mice in the catch-up group was 0.64 mm less than that of the control animals at P34 (*P* = 0.018 6; Fig. S7d). Progressive catch-up growth occurred (*P* = 0.000 8), reducing this deficit to 0.02 mm (not significant) at P62 (Fig. S7d). Similarly, the tibial length of the female mice in the catch-up group was 0.75 mm less than that of the control animals at P34 (*P* = 0.016 3; Fig. S7e), and progressive catch-up growth occurred (*P* = 0.015), reducing this deficit to 0.10 mm (not significant) at P62 (Fig. S7e). Proximal tibial growth rates, measured by alizarin labeling, were significantly reduced by seven-day DR compared with those of the control groups for both males and females (*P* < 0.000 1 and *P* = 0.003 9, respectively; Fig. S7f, g). Marked increases were observed in the growth rate of the catch-up group mice between P34 and P41 in both males and females (*P* = 0.009 5 and *P* = 0.016 6, respectively; Fig. S7f, g). The growth rate in the catch-up group then gradually decreased but remained greater than that of the control group, at least until P48, in both males and females (Fig. S7f, g). The *Axin2Cre*^*ERT2*^*;R26R*^*ZsGreen*^ mice showed a similar reduction in the growth rate during the seven-day DR compared to that of the control group (*P* < 0.000 1) and an increase in the growth rate after refeeding (*P* = 0.011 9) (Fig. S8a).

Histomorphometric analysis revealed that DR reduced the lengths of the total growth plate and hypertrophic zone (Fig. S7h). However, DR increased the ratio of the length of the resting zone to that of the total growth plate but did not change the ratio of the length of other zones to that of the total growth plate (Fig. S7h). During catch-up growth, the growth plate length was significantly increased compared to the ad libitum control after stopping DR (Fig. S7i). The ratio of the hypertrophic zone to the total growth plate length was not significantly different between these two groups at any time point (Fig. S7i). The EdU incorporation rate in the growth plate was markedly reduced by DR and was recovered 2 days after stopping DR (Fig. S7j).

### DR enhances self-replication of resting chondrocytes while inhibiting their differentiation

The behavior of chondroprogenitors during DR and following catch-up growth was investigated by applying lineage tracing analysis in *Axin2Cre*^*ERT2*^*;R26R*^*ZsGreen*^ mice to the mouse catch-up growth model. First, we examined the effect of seven days of DR on the distribution of *Axin2-CreER*^+^ cells in the proximal tibial growth plate. After tamoxifen administration for three consecutive days from P23, the mice were fed ad libitum (control group) or subjected to seven days of DR (DR group) (Fig. 3a). After 11 days of tracing (P34), *Axin2-CreER*^+^ cells had formed fewer chondrocyte columns in the DR group than in the control group (Fig. 3b–d). In support of this finding, histological analysis revealed that the growth plates of the DR mice showed reduced chondrocyte column density compared with those of the control mice (Fig. 3i–k). DR led to a 30% increase in the number of ZsGreen^+^ cells in the top 50 μm zone compared to that in the control group (Fig. 3b, c, e). To independently confirm this observation, we performed in situ hybridization of *Clusterin* (*Clu*), whose expression has been detected in the resting zone as well as in the articular cartilage,^20^ to quantify the number of resting chondrocytes. We chose *Clu* as a marker for resting chondrocytes because *Clu* expression was more abundant and more selective for resting chondrocytes than previously reported markers for resting chondrocytes, including *Cd73*, *Pthlp* and *Foxa2* (Fig. S9a, b). The number of *Clu*^+^ resting chondrocytes was 56% higher in the DR mice than in the control mice (Fig. 3f–h).

**Fig. 3:**
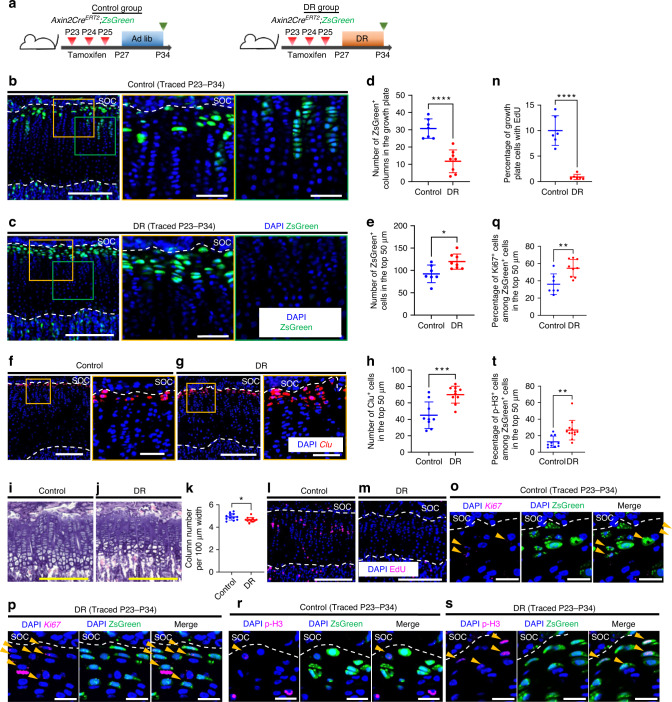
Dietary restriction enhances the self-replication of resting chondrocytes while inhibiting their differentiation. **a** Schematic diagrams of the fate-mapping analysis of Axin2^+^ cells in the proximal tibial growth plate in *Axin2Cre*^*ERT2*^*;R26R*^*ZsGreen*^ mice (pulsed on P23–25 and traced for 11 days). **b**, **c** Representative images of descendants of initially labeled Axin2^+^ cells (ZsGreen^+^ cells) in the proximal tibial growth plate in the control (**b**) and DR (**c**) groups. **d**, **e** Quantification of the ZsGreen^+^ columns in the growth plate (**d**) and ZsGreen^+^ cells in the top 50 μm (**e**). Control group (*n* = 7), DR group (*n* = 9). ****P =< 0.000 1 (**d**), *P = 0.012 5 (**e**). **f**, **g** Representative images for in situ hybridization of *Clu* in the proximal tibial growth plate in the control (**f**) and DR (**g**) groups. **h** Quantification of *Clu*^+^ cells in the top 50 μm. Control group (*n* = 9), DR group (*n* = 10). ***P = 0.000 8. **i**, **j** Representative images of hematoxylin and eosin staining of the proximal tibial growth plate in the control (**i**) and DR (**j**) groups. **k** Quantification of column number per 100 µm width of the growth plate. Control group (*n* = 12), DR group (*n* = 11). *P = 0.024 5. **l**, **m** Representative images of EdU labeling in the proximal tibial growth plate in the control (**l**) and DR (**m**) groups. EdU (50 μg·g^−1^ body weight) was injected two hours before euthanasia. **n** Percentage of growth plate cells with EdU. Control group (*n* = 6), DR group (*n* = 6). ****P =< 0.000 1. **o**, **p** Representative images for in situ hybridization of *Ki67* and ZsGreen^+^ cells in the proximal tibial growth plate in the control (**o**) and DR (**p**) groups. Arrow heads, ZsGreen^+^ cells expressing *Ki67* (**o**, **p**). **q** Percentage of *Ki67*^+^ cells among ZsGreen^+^ cells in the top 50 µm. Control group (*n* = 7), DR group (*n* = 9). **P = 0.004 5. **r**, **s** Representative images of immunostaining for p-H3 and ZsGreen^+^ cells in the proximal tibial growth plate in the control (**r**) and DR (**s**) groups. Arrow heads, ZsGreen^+^ cells expressing p-H3 (**r**, **s**). **t** Percentage of p-H3-positive cells among ZsGreen^+^ cells in the top 50 µm. Control group (*n* = 10), DR group (*n* = 12). **P = 0.003 5. Ad lib ad libitum, DR dietary restriction, SOC secondary ossification center, p-H3 phospho histone H3. The white dashed lines demarcate the growth plate from the surrounding tissues. Scale bars: 200 μm (**b** [left-most], **c** [left-most], **f** [left], **g** [left], **i**, **j**, **l**, **m**), 50 μm (**b** [right two], **c** [right two], **f** [right], **g** [right]), 20 μm (**o**, **p, r, s**). All data are presented as the mean ± SD. Statistical significance was determined by unpaired two-tailed *t* test

The observation of an increased number of resting chondrocytes with inhibited differentiation into proliferative chondrocytes indicated that DR enhanced the proliferation of resting chondrocytes while reducing the proliferation of more differentiated proliferative chondrocytes. To test this observation, we examined the incorporation of EdU into the growth plate to assess the proliferation of proliferative chondrocytes. When EdU was administered 2 h before euthanasia, the DR mice exhibited fewer EdU^+^ cells in the growth plate than the control mice (10.0% ± 2.9% versus 0.9% ± 0.5%; Fig. 3l–n). Because there was little EdU uptake into resting chondrocytes, we performed in situ hybridization of *Ki67* and immunostaining for phospho histone H3 (p-H3) to assess the proliferation of resting chondrocytes. The results showed that the DR mice had a higher percentage of *Ki67*^+^ cells among ZsGreen^+^ resting chondrocytes (40.8% ± 11.1% versus 55.8% ± 9.9%; Fig. 3o–q) and a higher percentage of p-H3-positive cells among ZsGreen^+^ resting chondrocytes (12.6% ± 6.9% versus 26.8% ± 12.0%; Fig. 3r–t), suggesting that resting chondrocytes may increase mitotic activity during DR. Both the decrease in the number of resting chondrocytes exiting to the proliferative zone and the increase in the number of resting chondrocytes suggest that DR alters the balance between the self-expansion and differentiation of chondroprogenitor cells.

### Ad libitum feeding after DR promotes committed differentiation of resting chondrocytes

Next, we assessed the changes in the distribution of *Axin2-CreER*^+^ cells during the catch-up growth phase after DR. We compared the number of ZsGreen^+^ cells in the top 50 µm and the number of ZsGreen^+^ columns in the mice that were fed ad libitum after 7 days of DR (catch-up group) with those in the mice under continued DR (DR group) (Fig. 4a). Two days after ending DR (P36), *Axin2-CreER*^+^ cells constituted a greater number of chondrocyte columns in the catch-up group than in the DR group (Fig. 4b, c, f), suggesting that the resting chondrocytes restarted differentiation into proliferative chondrocytes within 2 days after DR cessation. There were no significant differences in the number of ZsGreen^+^ chondrocytes in the top 50 µm between the groups at this time point (Fig. 4b, c, g). Seven days after DR cessation (P41), *Axin2-CreER*^+^ cells in the catch-up group had formed a greater number of ZsGreen^+^ columns than those formed at 2 days after DR cessation (P36) (Fig. 4c, e, f), whereas the number of ZsGreen^+^ columns remained unchanged in the DR group (Fig. 4b, d, f). This finding suggested that the pooled resting chondrocytes caused by seven-day DR retained the capacity to form chondrocyte columns. Seven days of feeding after DR cessation led to a 17% decrease in the number of ZsGreen^+^ cells in the top 50 µm compared with that in the DR group (Fig. 4d, e, g). These data indicated that ad libitum feeding after stopping DR promoted the committed differentiation of resting chondrocytes.

**Fig. 4:**
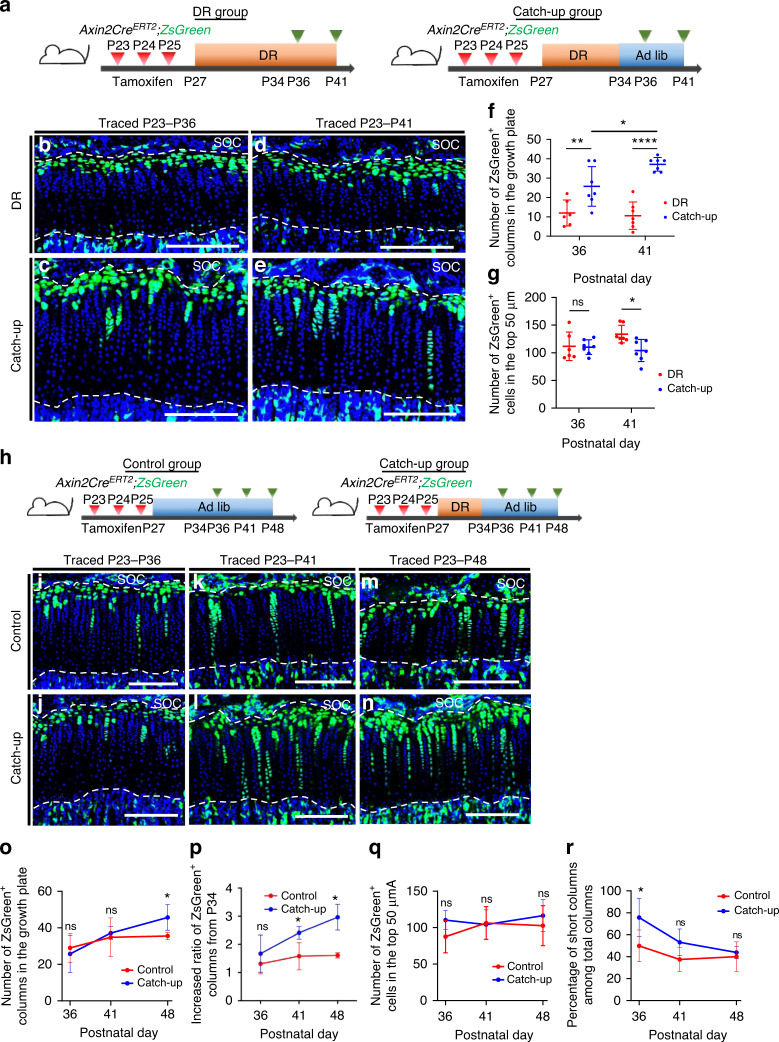
Ad libitum feeding after dietary restriction promotes committed differentiation of resting chondrocytes. **a** Schematic diagrams of the fate-mapping analysis of Axin2^+^ cells in the proximal tibial growth plate in *Axin2Cre*^*ERT2*^*;R26R*^*ZsGreen*^ mice (pulsed on P23–25 and traced for 13 or 18 days). **b**–**e** Representative images of descendants of initially labeled Axin2^+^ cells (ZsGreen^+^ cells) in the proximal tibial growth plate in the DR (**b**, **d**) and catch-up (**c**, **e**) groups. **f**, **g** Quantification of the ZsGreen^+^ columns in the growth plate (**f**) and ZsGreen^+^ cells in the top 50 μm (**g**). DR group (*n* = 6), catch-up group (*n* = 7) at P36. DR group (*n* = 7), catch-up group (*n* = 7) at P41. Adjusted *P = 0.022 (P36 vs. P41 in the catch-up group), adjusted **P = 0.005 2 (DR vs. catch-up, P36), adjusted ****P =< 0.000 1 (DR vs. catch-up, P41) (**f**), adjusted *P* > 0.999 9 (ns) (DR vs. catch-up, P36), adjusted *P = 0.015 7 (DR vs. catch-up, P41) (**g**). **h** Schematic of the fate-mapping analysis of Axin2^+^ cells in the proximal tibial growth plate in *Axin2Cre*^*ERT2*^*;R26R*^*ZsGreen*^ mice (pulsed on P23–25 and traced for 13, 18, or 25 days). **i**–**n** Representative image of ZsGreen^+^ cells in the proximal tibial growth plate in the control (**i**, **k**, **m**) and catch-up (**j**, **l**, **n**) groups. **o**–**r** Quantification of the number of ZsGreen^+^ columns in the growth plate (**o**), the increased ratio of the number of ZsGreen^+^ columns compared to the number at P34 when refeeding started (**p**), ZsGreen^+^ cells in the top 50 μm (**q**), and percentage of short columns among total columns (**r**). Control group (*n* = 7), catch-up group (*n* = 7) at P36 and P41. Control group (*n* = 6), catch-up group (*n* = 6) at P48. Adjusted *P* > 0.999 9 (ns) (P36), adjusted *P* > 0.999 9 (ns) (P41), adjusted *P = 0.046 1 (P48) (**o**). Adjusted *P* = 0.374 3 (ns) (P36), adjusted **P = 0.004 3 (P41), adjusted ****P = <0.000 1 (**p**). Adjusted *P* = 0.186 5 (ns) (P36), adjusted *P* > 0.999 9 (ns) (P41, P48) (**q**). Adjusted *P = 0.042 9 (P36), adjusted *P* = 0.100 3 (ns) (P41), adjusted *P* > 0.999 9 (ns) (P48) (**r**). Ad lib ad libitum, DR dietary restriction, ns not significant, SOC secondary ossification center. The white dashed lines demarcate the growth plate from the surrounding tissues. Scale bars: 200 μm (**b**–**e** and **i**–**n**). All data are presented as the mean ± SD. Statistical significance was determined by two-way analysis of variance and Bonferroni’s multiple comparison test

The distribution of *Axin2-CreER*^+^ cells in the catch-up group was then compared with that in the ad libitum control group (Fig. 4h). *Axin2-CreER*^+^ cells constituted a significantly higher number of ZsGreen^+^ chondrocyte columns in the catch-up group 14 days after stopping DR (P48) than that in the control group (Fig. 4m, n, o). DR inhibited the differentiation of resting chondrocytes into proliferative chondrocytes as described above. To assess the response of the resting chondrocytes to refeeding, we examined how much ZsGreen+ columns were increased from P34, completion of the diet restriction, to P36-P48, 2-14 days after refeeding. The average of the increased ratio was significantly higher in the catch-up group at P41 and P48 than in the control group (Fig. 4p). The increased column formation observed in the catch-up group theoretically contributed to the accelerated growth observed at P41 and P48 in the catch-up growth model (Fig. S7f, g). There were no significant differences in the number of ZsGreen^+^ cells in the top 50 μm between the groups at all time points examined, although this number tended to increase beginning two days after DR cessation (P36) (*P* = 0.18) (Fig. 4i–n, q). The percentage of short columns among total columns in the catch-up group was 25.8% higher than that in the control group (75.7% ± 16.2% versus 49.9% ± 13.2%, *P* = 0.043; Fig. 4i, j, r) two days after stopping DR (P36). Progressive composition changes from short to long columns occurred in the catch-up group during ad libitum feeding (*P* = 0.012 6), reducing this increase to 3.8% (not significant) at 14 days after stopping DR (P48) (Fig. 4r). This finding indicated that the pool of resting chondrocytes formed during DR comprised a heterogeneous cell population that included both short- and long-term chondroprogenitors. Together, these data demonstrated that external nutrition played an important role in determining the fate of chondroprogenitor cells in the resting zone.

### IGF1/PI3K is activated in the resting zone of the growth plate

To understand the molecular mechanism by which external nutritional status regulates the fate of chondroprogenitors, we first investigated signaling pathways that were specifically activated in resting or proliferative chondrocytes by performing transcriptome analysis using laser microdissection (LMD) and RNA sequencing (RNA-seq) (Fig. 5a). 

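Axin2CreERT2;R26RTdTomato mice carry a Cre recombinase that tamoxifen switches on in Axin2-expressing cells, which then become red fluorescent together with their descendants. The mice received tamoxifen from P23 to P25 and were analyzed at P30. Fluorescent resting chondrocytes and unlabeled, flattened proliferative chondrocytes were cut by laser from frozen sections of 8 μm. The paper's text names tibial and femoral growth plates, and the sample labels name tibiae. Each of 4 mice, of which mice 1 and 2 were male and mice 6 and 13 female by the labels, gave 1 resting zone library and 1 proliferative zone library, so each zone had n = 4. RNA was amplified by in vitro transcription in 2 rounds before library preparation. The authors trimmed the reads, aligned them to the mouse genome GRCm38, counted them per gene and deposited the counts without normalization.
The resting zone libraries held 333160, 301663, 462044 and 192882 counts on genes in mice 1, 2, 6 and 13, and the proliferative zone libraries of the same mice held 546434, 625238, 631474 and 249284. The proliferative zone library was the larger one in 4 of 4 mice. A gene with a count of 0 can still hold up to 3 counts by chance, which corresponds to 5.97 to 14.7 CPM, that is, counts scaled to a common library size, in the resting zone and to 4.81 to 12.4 CPM in the proliferative zone. These limits cover counting error only, because amplified reads without molecular identifiers are not independent molecules. CPM values were scaled with edgeR's TMM factors, which lay between 0.934 and 1.09. The zones were compared gene by gene with edgeR's quasi-likelihood test on the counts, over the 3793 genes that passed edgeR's filter on low counts out of 17492 genes with a count. A gene was called when its adjusted p was below 0.01 after Benjamini-Hochberg adjustment and its log2 fold change was above 1 or below -1. Log2 fold changes are given as resting over proliferative. Genes that the filter left out were tested in a second fit over all genes with at least 1 count. Coordinates are those of GRCm38 in the GENCODE M21 annotation, a later release than the authors used. For a named gene with an exon that overlaps an exon on the opposite strand, the partner gene is given, since reads of the partner can have been counted on it.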

We microdissected resting chondrocytes labeled with red fluorochrome-labeled and unlabeled proliferative chondrocytes in P30 tibial and femoral growth plates (Fig. S10a–c). 

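The 8 libraries were compared over the 500 genes with the highest variance of log2(CPM + 1), which were chosen without regard to the zones. The Pearson correlation between libraries, across these genes, averaged 0.698 within a zone (0.616 in the lowest of 12 pairs) and -0.116 between the zones (0.244 in the highest of 16 pairs). Genes are not independent replicates, so the libraries themselves were permuted. The difference of 0.814 between the 2 means was the largest among the 35 ways to split the libraries into 4 and 4 (exact permutation test, one-sided, p = 0.0286, the smallest p that 35 splits allow). These splits ignore the pairing by mouse. Only 8 of them part the 2 libraries of every mouse, too few for a p below 0.05. Average-linkage clustering on these correlations placed 8 of 8 libraries with the other libraries of their zone. With all 3793 tested genes in place of the most variable ones, the difference fell to 0.294, the lowest value among the alternatives tried, and it reached 0.966 with Spearman correlations.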

Unsupervised clustering analysis showed that resting and proliferative chondrocytes clustered independently (Fig. S10d), indicating that resting chondrocytes had a biologically unique pattern of transcriptomes from those of proliferative chondrocytes. Statistical analysis revealed that 1 442 genes were differentially expressed between the two groups (fold change >± 2, FDR < 0.01), of which 899 and 543 genes were upregulated in resting chondrocytes and proliferative chondrocytes, respectively (Fig. S10e). 

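Of the 3793 genes tested, 682 were called different between the zones, 419 higher in the resting zone and 263 higher in the proliferative zone. The difference pointed the same way in all 4 mice for 679 of them. In 48, every library of 1 zone was at or under 3 counts, so that their fold changes are lower bounds. Among all tested genes, 1247 (32.9%) had no overlap between the 4 libraries of each zone, where chance gives 2.86%. These numbers depended on the filter on low counts and on the test. With all genes that had at least 1 count, 829 genes were higher in the resting zone and 468 in the proliferative zone, and with genes that had at least 10 counts in every library these numbers were 125 and 137. A test against a log2 fold change of 1 gave 207 and 82. With edgeR's likelihood ratio test, which the paper's methods name, 566 genes were higher in the resting zone and 386 in the proliferative zone. Without the proliferative zone library of mouse 2, only 255 genes were called higher in the resting zone.
Among genes that changed the same way in all mice, *Gm26735*, *Zfp36l1*, *Apoe*, *Snx10* and *Gm26906* had the lowest p-values in the direction of the resting zone. *Apoe* (ENSMUSG00000002985, chromosome 7, 19696109 to 19699188) had 276 ± 85.4 CPM (SD, n = 4) in the resting zone and 6.59 ± 6.68 CPM (SD, n = 4) in the proliferative zone, a log2 fold change of 5.17 (standard error 0.52, adjusted p = 8.74e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Snx10* was at least 18.3-fold higher in the resting zone. The log2 fold changes of *Zfp36l1*, which overlaps *Gm26669* on the opposite strand, and of *Gm26735*, which overlaps *Sox4*, were 3.46 and 3.47. *Gm26906*, which overlaps *Meg3*, had a log2 fold change of 4.32. In the direction of the proliferative zone, the lowest p-values belonged to *Shmt2*, *Bnip3*, *Tcfl5*, *Panx3* and *Prmt7*. *Panx3* (ENSMUSG00000011118, chromosome 9, 37659902 to 37669235) had 24.4 ± 18.4 CPM in the resting zone and 736 ± 161 CPM in the proliferative zone (SD, n = 4 each), a log2 fold change of -4.78 (standard error 0.43, adjusted p = 5.01e-05 from the same test). The log2 fold changes were -4.97 for *Shmt2*, -4.42 for *Bnip3*, -3.57 for *Tcfl5* and -4.40 for *Prmt7*, whose exons overlap those of *Ndufa4l2*, *Gm45507*, *Col9a3* and *Smpd3* on the opposite strand. Without the resting zone library of mouse 6, the log2 fold changes of *Gm26906*, *Shmt2* and *Panx3* were 3.63, -5.59 and -5.40. Without the proliferative zone library of mouse 2, that of *Apoe* was 5.85. Of the 682 genes, 638 were also called in the same direction in the authors' deposited table of their comparison, and 44 were not.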

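*Clu* (ENSMUSG00000022037, chromosome 14, 65968483 to 65981547) encodes the secreted chaperone clusterin. Its counts in the resting zone were 39, 24, 76 and 16 in mice 1, 2, 6 and 13, or 106 ± 35.8 CPM (SD, n = 4), and no count fell on it in any proliferative zone library. Genes of blood, marrow and bone cells were also higher in these resting zone libraries. It was at least 15.0-fold higher in the resting zone (adjusted p = 0.000135 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Wif1* (ENSMUSG00000020218, chromosome 10, 121033960 to 121100650), a secreted Wnt inhibitor, had 69.6 ± 30.3 CPM in the resting zone and 3.69 ± 2.56 CPM in the proliferative zone (SD, n = 4 each). This made it at least 9.87-fold higher in the resting zone (adjusted p = 0.000485 from the same test). *Efemp1* (ENSMUSG00000020467, chromosome 11, 28853204 to 28926743), an extracellular matrix glycoprotein, had 62.4 ± 59.4 CPM against 3.69 ± 1.49 CPM (SD, n = 4 each) and was at least 8.84-fold higher (adjusted p = 0.00127 from the same test). The resting zone library of mouse 6 carried 151 CPM of *Efemp1*, and without it the mean fell to 32.8 ± 6.03 CPM (SD, n = 3) and the bound to 4.65-fold.
*Gas1* and *Sorl1* had too few counts for edgeR's filter and were tested in the fit over all genes with at least 1 count. *Gas1* (ENSMUSG00000052957, chromosome 13, 60174405 to 60177365), which overlaps *Gm48488* on the opposite strand, had 42.1 ± 27.9 CPM in the resting zone (SD, n = 4) and no count in the proliferative zone. It was at least 5.96-fold higher (adjusted p = 3.76e-08). *Sorl1* (ENSMUSG00000049313, chromosome 9, 41964720 to 42124297), which overlaps *Gm16214*, had 23.7 ± 8.21 CPM in the resting zone and 0.971 ± 1.94 CPM in the proliferative zone (SD, n = 4 each). Its 2 counts in the proliferative zone were both in mouse 1. It was at least 3.36-fold higher (adjusted p = 0.00316), and leaving out the resting zone library of mouse 2 or the proliferative zone library of mouse 2, 6 or 13 raised its adjusted p to 0.0198, 0.0276, 0.0289 and 0.0118. For each of the 5 genes, every resting zone library lay above every proliferative zone library (exact permutation test, two-sided, p = 0.0286, the smallest p that 4 libraries against 4 allow).

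**Figure D1:**
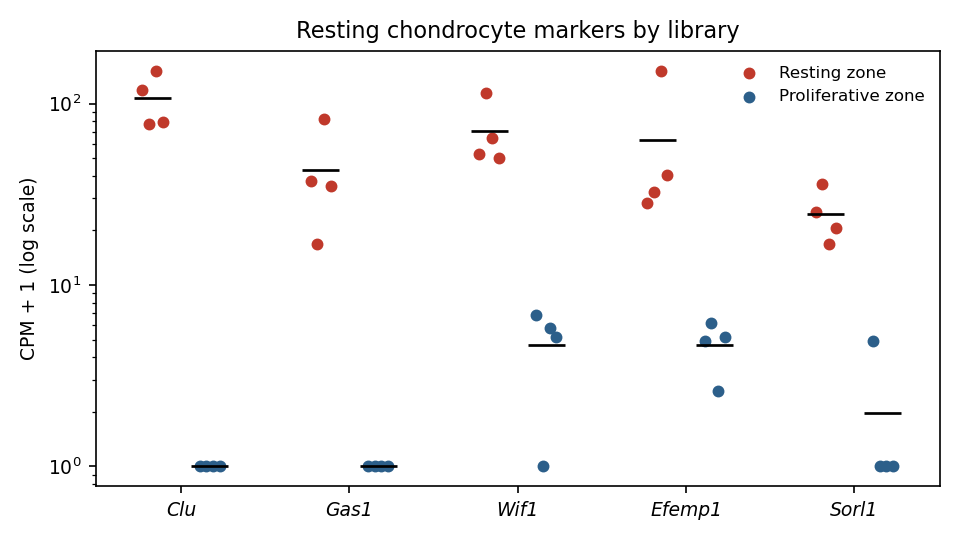
Normalized expression of *Clu*, *Gas1*, *Wif1*, *Efemp1* and *Sorl1* in each library, as CPM + 1 on a log axis, with red points for the 4 resting zone libraries, blue points for the 4 proliferative zone libraries and a black line at the mean of each group. The resting zone points lie above the proliferative zone points for every gene, and 1 resting zone library stands apart for *Efemp1* at 151 CPM.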

Representative genes upregulated in resting chondrocytes included previously reported markers for resting chondrocytes, such as *Clu*,^20^ *Gas1*, *Wif1*,^21^ *Efemp1*, and *Sorl1*^22^ (Fig. S10e). Representative genes downregulated in the resting chondrocytes included *Acan, Col2a1, Matn1 and Slc2a1* (Fig. S10e). Downregulation of these genes in resting chondrocytes was confirmed by in situ hybridization (Fig. S10f). 

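*Acan* (ENSMUSG00000030607, chromosome 7, 79053483 to 79115099), which encodes the proteoglycan aggrecan, had 416 ± 415 CPM in the resting zone and 1580 ± 233 CPM in the proliferative zone (SD, n = 4 each), a log2 fold change of -1.91 (standard error 0.49). Its adjusted p of 0.0109 from edgeR's quasi-likelihood test lay just above the threshold. The wide spread came from the resting zone library of mouse 6, without which the mean was 209 ± 36.0 CPM (SD, n = 3) and the log2 fold change -2.94 (adjusted p = 3.76e-05). With the mouse as a block in the model, the adjusted p of *Acan* was 0.00286, and with relative log expression factors it was 0.00904. It was also below 0.01 with the likelihood ratio test (0.0015), DESeq2 (0.000627) and all genes that had at least 1 count (1.74e-10). *Col2a1* (ENSMUSG00000022483, chromosome 15, 97975602 to 98004695), the gene of type II collagen, had 5942 ± 1817 CPM in the resting zone against 15310.4 ± 4544 CPM in the proliferative zone (SD, n = 4 each), a log2 fold change of -1.37 (standard error 0.28, adjusted p = 0.00275).
*Matn1* (ENSMUSG00000040533, chromosome 4, 130944385 to 130955475), a cartilage matrix protein, had 4.77 ± 5.51 CPM against 62.2 ± 28.1 CPM (SD, n = 4 each), a log2 fold change of -3.36 (standard error 0.69, adjusted p = 0.00292). Without the proliferative zone library of mouse 13, its adjusted p rose to 0.0101. Without the resting zone library of mouse 6, the resting mean of *Matn1* was 3.04 ± 5.26 CPM (SD, n = 3), and the gene was at least 5.60-fold lower in the resting zone. *Slc2a1* (ENSMUSG00000028645, chromosome 4, 119108711 to 119137983), the gene of the glucose transporter GLUT1, overlaps *Gm12868* on the opposite strand. It had 12.3 ± 8.84 CPM against 102 ± 40.6 CPM (SD, n = 4 each), a log2 fold change of -3.03 (standard error 0.51, adjusted p = 0.000942). Without the resting zone library of mouse 2, the resting mean of *Slc2a1* fell to 7.95 ± 1.87 CPM (SD, n = 3) and its log2 fold change to -3.67. Each of the 4 genes was lower in every resting zone library than in every proliferative zone library (exact permutation test, two-sided, p = 0.0286).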

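*Ihh* (ENSMUSG00000006538, chromosome 1, 74945315 to 74951672) had counts of 15, 16, 6 and 2 in the proliferative zone libraries of mice 1, 2, 6 and 13, or 18.6 ± 11.2 CPM (SD, n = 4), and none in the resting zone. At this depth it was at least 1.89-fold lower in the resting zone (adjusted p = 0.000259 in the fit over all genes with at least 1 count, since edgeR's filter left it out). *Mef2c* (ENSMUSG00000005583, chromosome 13, 83504034 to 83667080), which encodes a transcription factor, had 55.9 ± 31.4 CPM in the resting zone and 162.7 ± 39.2 CPM in the proliferative zone (SD, n = 4 each). Its log2 fold change was -1.57 (standard error 0.41, adjusted p = 0.0113 from edgeR's quasi-likelihood test), and without the resting zone library of mouse 13 its adjusted p was 0.00692. *Pth1r* (ENSMUSG00000032492, chromosome 9, 110722085 to 110747145), the receptor for parathyroid hormone-related protein, overlaps *Myl3* on the opposite strand. It had 137 ± 113 CPM against 445 ± 66.9 CPM (SD, n = 4 each), a log2 fold change of -1.66 (standard error 0.44, adjusted p = 0.0119). Without the resting zone library of mouse 6, the resting mean of *Pth1r* was 81.6 ± 27.4 CPM (SD, n = 3) and its log2 fold change -2.48 (adjusted p = 0.000169). The adjusted p of *Pth1r* was 0.00593 with the mouse as a block and 0.00967 with relative log expression factors. Over all libraries, *Mef2c* and *Pth1r* lay above the threshold of 0.01 in the quasi-likelihood test and below it in edgeR's likelihood ratio test, with adjusted p-values of 0.00101 and 0.00176. They were also below it with DESeq2 (0.00171 and 0.00135) and with all genes that had at least 1 count (0.000167 and 1.16e-06). The 3 genes were higher in 4 of 4 mice in the proliferative zone, with no overlap between the zones (exact permutation test, two-sided, p = 0.0286).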

The expression of the markers for prehypertrophic chondrocytes, such as *Ihh*,^23^ *Mef2c*,^24^ and *Pth1r*,^25^ was upregulated in the proliferative chondrocytes (Fig. S10e), which is likely due to the contamination of the prehypertrophic chondrocytes during excision of the proliferative chondrocytes.

**Fig. 5:**
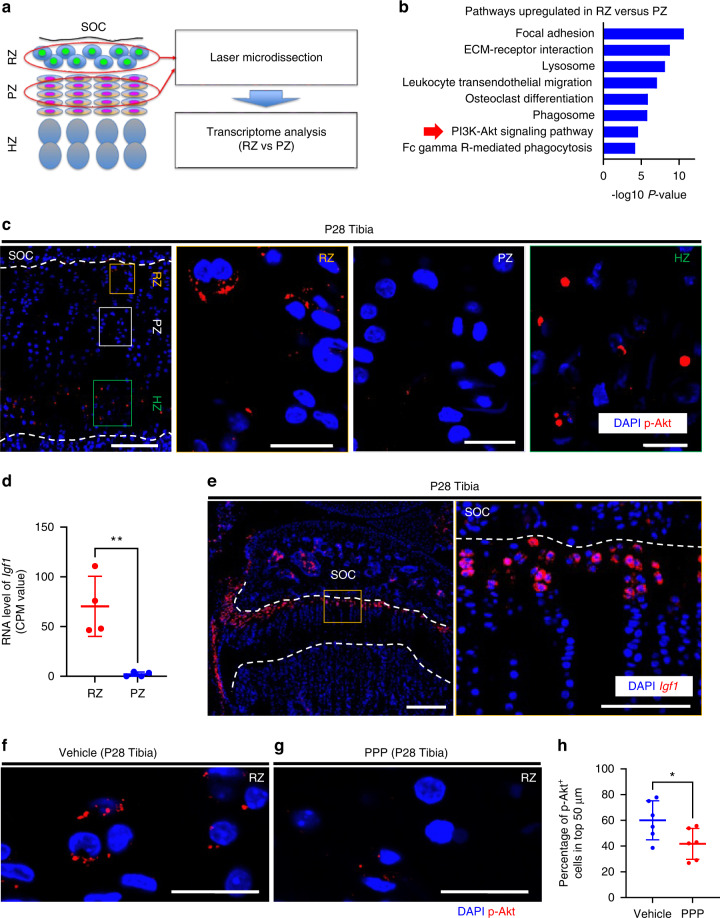
IGF-1/PI3K signaling is activated in the resting zone. **a** Schematic diagram for transcriptome analysis using laser microdissection and RNA sequencing. P30 tibial and femoral growth plates in *Axin2Cre*^*ERT2*^*;R26R*^*TdTomato*^ mice (pulsed on P23–25) were subjected to laser microdissection. **b** KEGG pathways enriched by genes significantly upregulated in the resting zone compared to the proliferative zone. The red arrow indicates the PI3-Akt signaling pathway. Logarithmic *P* values of significance are indicated on the *x*-axis. **c** Representative image of immunohistochemistry for p-Akt in the proximal tibial growth plate at P28. The right three panels show magnified views of each zone of the growth plate. **d** CPM values of *Igf-1* in the resting and proliferative zone samples. RZ (*n* = 4), PZ (*n* = 4). **P = 0.004 1. **e** Representative image for in situ hybridization of *Igf-1* in the proximal tibial growth plate at P28. The right panel shows a magnified view of the resting zone of the growth plate. **f**, **g** Representative image of immunohistochemistry for p-Akt in the resting zone of the proximal-tibial growth plate at P28 after receiving either vehicle (dimethyl sulfoxide/corn oil, 9:1) (**f**) or IGF-1 receptor tyrosine kinase inhibitor (PPP, 20 μg·g^−1^ body weight) (**g**) 30 min before euthanasia. **h** Percentage of p-Akt^+^ cells in the top 50 μm. Vehicle group (*n* = 6), PPP group (*n* = 6). *P = 0.043 5. p-AKT phosphorylation of the protein kinase Akt, SOC secondary ossification, RZ resting zone, PZ proliferative zone, HZ hypertrophic zone, CPM count per million, PPP picropodophyllin. The white dashed lines demarcate the growth plate from the surrounding tissues. Scale bars: 200 μm (**c** [left-most], **e** [left]), 100 µm (**e** [right]), 20 µm (**c** [right three], **f**, **g**). All data are presented as the mean ± SD. Statistical significance was determined by unpaired two-tailed *t* test

Pathway analysis of differentially expressed genes (DEGs) revealed significant enrichment of several Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways. 

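The genes called between the zones were set against gene lists for 14 pathways or parts of pathways. These lists were written by hand from general knowledge and are not KEGG's own. Each list was tested in both directions against the 3793 tested genes by a one-sided Fisher's exact test, with Benjamini-Hochberg adjustment over the 28 tests. Of 17 tested genes of glycolysis and gluconeogenesis, 7 were called higher in the proliferative zone, against 1.18 for a list of that size drawn from all tested genes (adjusted p = 0.000424, Fisher's exact test), and 7 were called when adjusted over the list alone. *Eno1*, *Pgk1*, *Ldha* and *Pkm* were lower in the resting zone, with log2 fold changes of -2.83, -2.89, -2.02 and -1.58. This list stayed past the threshold of 0.05 with fry (adjusted p = 0.00342) and with camera at a preset correlation between genes (adjusted p = 0.0338). It did not with camera at an estimated correlation (adjusted p = 0.309), nor against random lists matched on mean expression (adjusted p = 0.289). The random lists were compared on the median log2 fold change, which was -0.252 for this list. They do not test the number of called genes.
Fatty acid metabolism had 2 of 13 tested genes called higher in the proliferative zone (adjusted p = 0.528, Fisher's exact test), and 6 when adjusted over the list alone. Biosynthesis of unsaturated fatty acids had 2 of 7 (adjusted p = 0.248, Fisher's exact test), among them *Scd2* with a log2 fold change of -3.39 (-4.04 without the resting zone library of mouse 6), and 5 when adjusted over the list alone. With the genes called by edgeR's likelihood ratio test, the adjusted p-values were 0.00344 for fatty acid metabolism and 0.000877 for the unsaturated fatty acids. DESeq2's calls, fry and the random lists also put both past the threshold. With the mouse as a block, the unsaturated fatty acids reached an adjusted p of 0.0300, and with camera at the preset correlation 0.0106. Biosynthesis of amino acids, without the glycolytic enzymes, had 3 of 17 tested genes called higher in the proliferative zone, both over all genes and adjusted over the list alone (adjusted p = 0.305, Fisher's exact test). *Bcat1*, which overlaps *Gm26666* on the opposite strand, was among them with a log2 fold change of -3.43, and with fry the adjusted p of this list was 0.00200. Protein processing in the endoplasmic reticulum, which is not a metabolic pathway, had 10 of 49 genes called higher in the proliferative zone (adjusted p = 0.00739, Fisher's exact test), 12 when adjusted over the list alone. Its adjusted p was 0.0831 with the mouse as a block and 0.153 with camera at an estimated correlation. The pathway map of all metabolism was not analysed here.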

KEGG pathways related to metabolism were often downregulated in resting chondrocytes, including metabolic pathways (KEGG: 01100), fatty acid metabolism (KEGG:01212), glycolysis/gluconeogenesis (KEGG: 00010), biosynthesis of unsaturated fatty acids (KEGG:01040), and biosynthesis of amino acids (KEGG: 01230) (Fig. S10g). These data indicated that resting chondrocytes showed unique metabolic regulation compared to proliferative chondrocytes. 

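Of the 55 tested genes on a hand-written list of the PI3K-Akt pathway, 17 were called higher in the resting zone, against 6.08 for a list of that size drawn from all tested genes (adjusted p = 0.000424, one-sided Fisher's exact test, adjusted over 28 tests). Adjusted over the list alone, 20 genes were called. In the opposite direction 4 genes were called (adjusted p = 0.939, Fisher's exact test). The list was past the threshold of 0.05 with fry (adjusted p = 0.019) and against random lists matched on mean expression (adjusted p = 0.0490). It was not with camera, whose adjusted p was 0.114 at a preset correlation between genes and 0.481 at an estimated one. Among genes with no exon overlapping an opposite-strand gene, 10 of 35 were called. The resting zone libraries also held more RNA of genes from blood, marrow and bone cells, and 3 of the 17 called genes are on lists of those cells. These 8 lists hold only 69 genes, so a called gene outside them can still come from such cells.
The parts of the list differed in how many genes they contributed. Of 23 tested extracellular matrix ligands, 10 were called higher in the resting zone, against 2.54 for a list of that size (adjusted p = 0.000424, Fisher's exact test), and 11 when adjusted over the list alone. For these ligands fry gave an adjusted p of 0.0522, the random lists 0.00280, and camera 0.135 at the preset correlation and 0.556 at the estimated one. The ligands were also past the threshold in the opposite direction with the mouse as a block (adjusted p = 0.0429, Fisher's exact test) and with DESeq2's calls (adjusted p = 0.00545, Fisher's exact test). *Fn1*, which overlaps *Apol7d* on the opposite strand, had a log2 fold change of 2.98, *Col1a2* of 3.20 and *Col3a1* of 4.50 (3.91 without the proliferative zone library of mouse 6), and *Col4a2*, which overlaps *Col4a1*, was at least 19.6-fold higher. Integrins had 3 of 6 genes called (adjusted p = 0.0829, Fisher's exact test). They were past the threshold with fry (adjusted p = 0.00200), DESeq2's calls (0.0207) and the random lists (0.049). Of 4 tested growth factors and cytokines 1 was called, which was *Igf1* (adjusted p = 0.748, Fisher's exact test, and 0.00342 with fry), and of 4 tested receptors 0. The intracellular cascade had 3 of 18 genes called, against 1.99 for a list of that size (adjusted p = 0.688, Fisher's exact test), and fry gave it an adjusted p of 0.0233. Outside this pathway, 19 of 38 lysosome genes (adjusted p = 6.04e-08, Fisher's exact test) and 11 of 21 genes of osteoclast differentiation (adjusted p = 4.64e-05, Fisher's exact test) were called higher in the resting zone. Adjusted over the list alone, these were 21 and 13 genes, and camera at an estimated correlation gave both lists an adjusted p of 0.153. Of 12 phagosome genes, 4 were called (adjusted p = 0.124, Fisher's exact test), or 5 when adjusted over the list alone. The phagosome list was past the threshold with DESeq2's calls (adjusted p = 3.05e-06), fry (0.00358), library size only (0.0434) and genes with no opposite-strand overlap (0.0242).

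**Figure D2:**
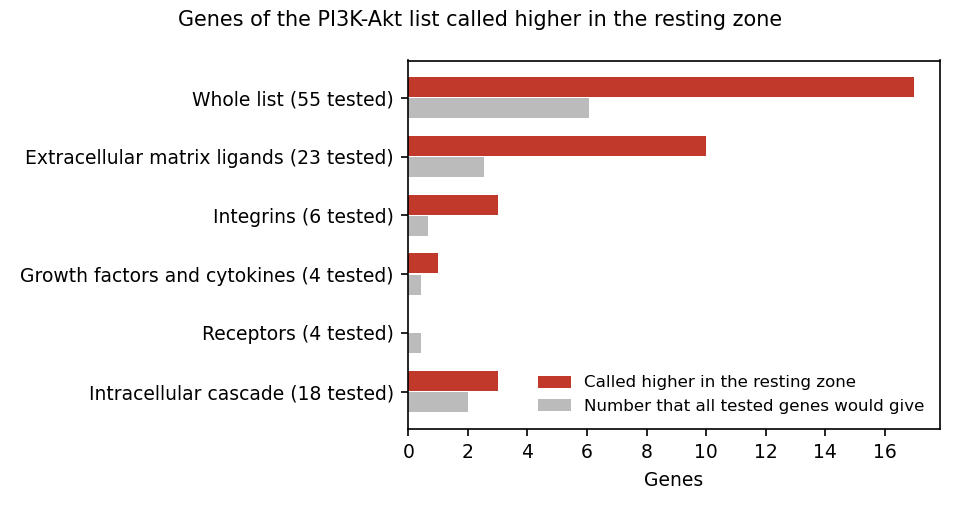
Number of genes of the PI3K-Akt list called higher in the resting zone (red bars), for the whole list and for each of its parts, beside the number that the share among all tested genes would give (gray bars). The horizontal axis counts genes, and the extracellular matrix ligands hold 10 of the 17 called genes.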

Among the pathways upregulated in resting chondrocytes, we focused on the phosphatidylinositol-3-kinase (PI3K) signaling pathway (KEGG:04151) (Fig. 5b) because it is affected by nutrient availability^26^ and is required for normal growth plate differentiation and endochondral bone growth.^27^ To confirm whether PI3K signaling was activated in resting chondrocytes, we examined the localization of phosphorylation of the protein kinase Akt (p-Akt), a downstream target of the PI3K pathway.^28^ Immunohistochemistry of p-Akt showed that it was localized specifically in the resting and hypertrophic zones of the growth plate (Fig. 5c). Examination of upstream regulators through Ingenuity Pathways Analysis revealed more activated insulin-like growth factor 1 (IGF-1) signaling in resting chondrocytes than in proliferative chondrocytes (Table S1). Because the PI3K pathway is known as the major signaling cascade downstream of IGF-1 in many cell types,^29–32^ these bioinformatics data suggested that IGF-1/PI3K signaling was activated in resting chondrocytes. Accordingly, the RNA-seq data showed significantly increased expression of *Igf-1* in the resting chondrocytes compared with that in the proliferative chondrocytes (Fig. 5d). 

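*Igf1* (ENSMUSG00000020053, chromosome 10, 87858265 to 87937042) had counts of 17, 15, 40 and 25 in the resting zone libraries of mice 1, 2, 6 and 13 and of 2, 0, 2 and 0 in the proliferative zone libraries. This corresponds to 75.4 ± 34.6 CPM and 1.77 ± 2.06 CPM (SD, n = 4 each), or 1.07 CPM in the proliferative zone without mouse 1. The proliferative zone libraries lie under the limit of 3 counts, so *Igf1* was at least 10.7-fold higher in the resting zone (adjusted p = 0.000321 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The lowest resting zone library had 47.5 CPM and the highest proliferative zone library 3.88 CPM. The means differed by 73.6 CPM (exact permutation test, two-sided, p = 0.0286, the smallest p that 4 libraries against 4 allow). Compared within mice, *Igf1* was higher in the resting zone in 4 of 4, and the exact test by sign flips gave p = 0.125, the smallest p that 4 pairs allow. With 1 library left out in turn, the difference lay between 56.7 and 82.0 CPM. Genes of marrow and bone cells were also higher in the resting zone libraries. The authors' deposited table gives *Igf1* a false discovery rate of 2.68e-10. The receptor gene *Igf1r* had 13.4 ± 2.99 CPM in the resting zone and 25.8 ± 4.16 CPM in the proliferative zone (SD, n = 4 each). It was too low for edgeR's filter and had an adjusted p of 0.329 in the fit over all genes with at least 1 count. *Igf1r* was lower in the resting zone in 4 of 4 mice, and its libraries did not overlap between the zones (exact permutation test, two-sided, p = 0.0286), with 19 counts in the resting zone and 51 in the proliferative zone in all. The paper reasons that the PI3K pathway is the major cascade downstream of IGF-1 in many cell types, and from the enriched pathway and the predicted upstream regulators it proposes that IGF-1/PI3K signaling was active in resting chondrocytes. It adds the higher *Igf1* expression in these libraries to that line of reasoning.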

In situ hybridization also demonstrated that *Igf-1* mRNA was localized in the resting zone of the growth plate, as well as in the perichondrium (Fig. 5e), and that *Igf1r* mRNA was ubiquitously expressed in growth plate chondrocytes, including Axin2^+^ cells, in the resting zone (Fig. S11, arrowheads). Administration of picropodophyllin, an IGF-1 receptor tyrosine kinase inhibitor, reduced the percentage of p-Akt^+^ cells in the resting zone (Fig. 5f–h), suggesting that the activated PI3K pathway in the resting chondrocytes was at least partially dependent on IGF-1 signaling.

### IGF-1/PI3K signaling in resting chondrocytes changes in sync with nutritional availability

Because both IGF-1 and PI3K signaling are affected by nutritional status,^26,33,34^ we investigated possible changes in the activity of IGF-1/PI3K signaling during DR and catch-up growth. We compared the serum levels of IGF-1 and the percentage of *Igf-1*^+^ and p-Akt^+^ cells among ZsGreen^+^ resting chondrocytes in the mice in the catch-up group, nine-day DR mice (DR group), and mice fed ad libitum (control group) (Fig. 6a). Serum IGF-1 levels were significantly reduced in the DR group compared to those of the control and were recovered to some extent in the catch-up group (Fig. 6b), suggesting that circulating IGF-1 levels changed depending on the nutritional status, as reported previously.^35^ In situ hybridization revealed that local *Igf-1* expression was significantly reduced in the DR group compared to that of the control and was recovered to some extent in the catch-up group (Fig. 6c–f). The reduction in Igf1 expression in the DR group and its recovery in the catch-up group were confirmed at the protein level (Fig. S12). Similarly, the activity of PI3K signaling, as assessed by p-Akt expression, was significantly reduced by nine-day DR compared to that of the control group and recovered to control levels in the catch-up group (Fig. 6g–j). These data indicated that both endocrine and para/autocrine IGF-1 and PI3K signaling activity changed with nutritional status. To examine the causal relationship between reduced IGF-1 and PI3K signaling activity under DR, we tested whether rhIGF-1 administration reversed the reduction in PI3K signaling caused by nutritional deprivation. One day of fasting caused a significant decrease in the activity of PI3K signaling and decreased circulating IGF-1 and growth plate *Igf-1* levels compared to control values (Fig. 6k–p, r). Remarkably, this reduction in PI3K was ameliorated by administration of rhIGF-1 (Fig. 6q, r), suggesting the requirement of IGF-1 reduction for downregulation of PI3K signaling caused by nutrient deprivation.

**Fig. 6:**
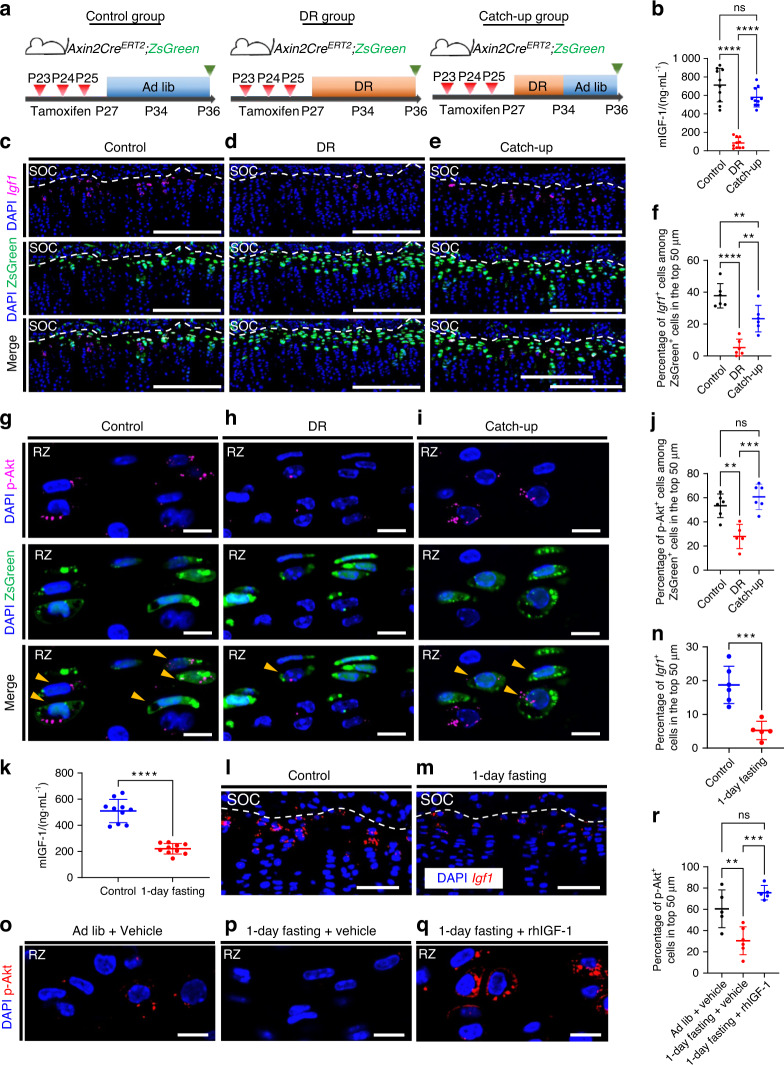
IGF-1/PI3K signaling in resting chondrocytes changes in sync with nutritional availability. **a** Schematic diagrams of the fate-mapping analysis of Axin2^+^ cells in the proximal tibial growth plate in *Axin2Cre*^*ERT2*^*;R26R*^*ZsGreen*^ mice (pulsed on P23–25 and traced for 13 days). **b** Measurements of circulating IGF-1 levels in the sera from the control (*n* = 10), DR (*n* = 10), and catch-up (*n* = 10) groups. Adjusted ****P < 0.000 1 (control vs. DR), adjusted ****P < 0.000 1 (DR vs. catch-up), adjusted *P* = 0.063 1 (ns) (control vs. catch-up). **c**–**e** Representative images of in situ hybridization of *Igf-1* and descendants of initially labeled Axin2^+^ cells (ZsGreen^+^ cells^)^ in the proximal tibial growth plate in the control (**c**), DR (**d**), and catch-up (**e**) groups. **f** Percentage of *Igf-1*^+^ cells among ZsGreen^+^ cells in the top 50 µm. Control group (*n* = 6), DR group (*n* = 6), catch-up group (*n* = 6). **g**–**i** Representative images of immunoh**i**stochemistry for p-Akt and ZsGreen^+^ cells in the resting zone of the proximal tibial growth plate in the control (**g**), DR (**h**), and catch-up (**i**) groups. **j** Percentage of p-Akt^+^ cells among ZsGreen^+^ cells in the top 50 µm. **k**–**n** Twenty-eight-day-old mice were fed ad libitum (control group) or subjected to one-day fasting (1-day fasting group). **k** Measurements of circulating IGF-1 levels in the sera of the control and one-day fasting groups. **l**, **m** Representative images for in situ hybridization of *Igf-1* in the proximal tibial growth plate in the control group (*n* = 6) (**l**) and the 1-day fasting group (*n* = 5) (**m**). **n** Percentage of *Igf-1*^+^ cells in the top 50 μm. ***P = 0.000 8. **o**–**r** Twenty-nine-day-old mice received vehicle (PBS) (vehicle group), vehicle followed by 1-day fasting (1-day fasting + vehicle group), or rhIGF-1 (1 μg·g^−1^ body weight) followed by 1-day fasting (1-day fasting + rhIGF-1 group). (**o**), 1-day fasting + vehicle group (*n* = 6) (**p**) and 1-day fasting + rhIGF-1 group (*n* = 5) (**q**). Percentage of p-Akt^+^ cells in the top 50 μm (**r**). Scale bars: 200 μm (**c**–**e**), 50 μm (**l**, **m**), 10 µm (**g**–**i**, **o**–**q**). All data are presented as the mean ± SD. Statistical significance was determined by one-way analysis of variance and Tukey’s multiple comparison test (**b**, **f**, **j**, **r**) or by unpaired two-tailed *t* test (**k**, **n**)

### Exogenous IGF-1 promotes committed differentiation of resting chondrocytes under DR

The finding that IGF-1 signaling in resting chondrocytes changed with nutritional availability indicated that external nutritional cues determined the fate of chondroprogenitors through IGF-1 signaling. To demonstrate that IGF-1 signaling mediates DR-dependent effects on chondroprogenitor cells, we examined whether exogenous IGF-1 could cancel the effect of DR on chondroprogenitor cells. DR mice received rhIGF-1 (1 μg·g^−1^ body weight) or a vehicle as a control for seven consecutive days during DR (Fig. 7a). There were no significant differences in body weight (data not shown), growth plate height, or hypertrophic zone height between the two groups (Fig. 7k, l). However, *Axin2-CreER*^+^ cells generated more chondrocyte columns in the DR mice treated with rhIGF-1 than in the untreated DR mice (Fig. 7b–d), suggesting that inhibited differentiation of resting chondrocytes by DR was partially reversed by IGF-1 treatment. Similarly, histological findings showed that chondrocyte column density increased after rhIGF-1 treatment (Fig. 7i, j, m). Administration of rhIGF-1 led to a 17% reduction in the number of ZsGreen^+^ cells in the top 50 µm compared with that in the untreated DR mice (Fig. 7b, c, e). Accordingly, in situ hybridization of *Clu* showed that the number of *Clu*^+^ resting chondrocytes was reduced by 26% after administration of rhIGF-1 (Fig. 7f–h). In situ hybridization of *Ki67* showed that administration of rhIGF-1 did not affect the percentage of *Ki67*^+^ cells among ZsGreen^+^ resting chondrocytes (Fig. 7n–p). Together, these data demonstrated that the inhibitory effect of DR on the differentiation of resting chondrocytes was at least in part mediated by reduced IGF-1 signaling, and administration of exogenous IGF-1 enhanced the committed differentiation of resting chondrocytes without affecting their proliferation.

**Fig. 7:**
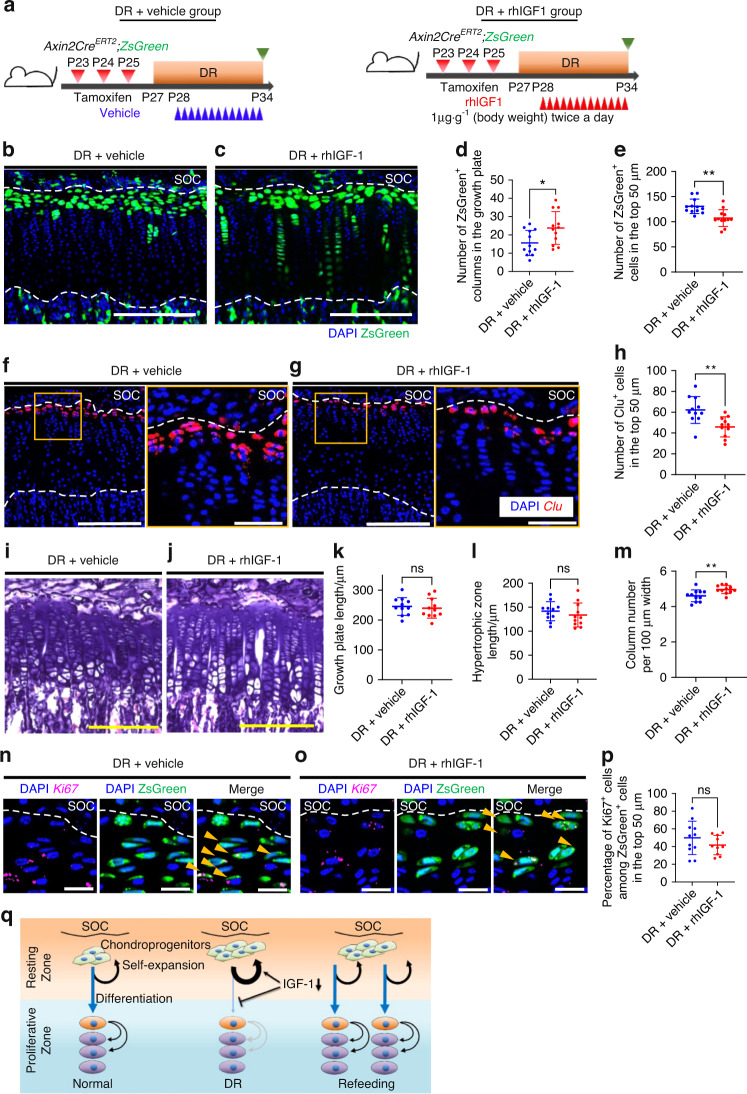
Exogenous IGF-1 promotes committed differentiation of resting chondrocytes under dietary restriction. **a** Schematic diagrams of the fate-mapping analysis of Axin2^+^ cells in the proximal tibial growth plate in *Axin2Cre*^*ERT2*^*;R26R*^*ZsGreen*^ mice (pulsed on P23–25 and traced for 11 days). **b** Representative images of descendants of initially labeled Axin2^+^ cells (ZsGreen^+^ cells) in the proximal tibial growth plate in the DR + vehicle (**b**) and DR + rhIGF-1 (**c**) groups. **d**, **e** Quantification of the ZsGreen^+^ columns in the growth plate (**d**) and ZsGreen^+^ cells in the top 50 µm (**e**). DR + vehicle group (*n* = 12), DR + rhIGF-1 group (*n* = 12). **f**, **g** Representative images of in situ hybridization of *Clu* in the proximal tibial growth plate in the DR + vehicle (**f**) and DR + rhIGF-1 (**g**) groups. **h** Quantification of Clu^+^ cells in the top 50 μm. DR + vehicle group (*n* = 11), DR + rhIGF-1 group (*n* = 11). **i**, **j** Representative images of hematoxylin and eosin staining in the proximal tibial growth plate in the DR + vehicle (**i**) and DR + rhIGF-1 (**j**) groups. **k**–**m** Quantification of growth plate length (**k**), hypertrophic zone length (**l**) and column number per 100 µm width (**m**). *P* = 0.666 9 (ns) (**k**), *P* = 0.426 4 (ns) (**l**), **P = 0.008 4 (**m**). Data are presented as the mean ± SD. **n**, **o** Representative images for in situ hybridization of *Ki67* and ZsGreen^+^ cells in the proximal tibial growth plate in the DR + vehicle group (**n**) and the DR + rhIGF-1 group (**o**). Arrowheads, ZsGreen^+^ cells expressing *Ki67* (**n**, **o**). **p** Percentage of *Ki67*^+^ cells among ZsGreen^+^ cells in the top 50 µm. **q** Graphical summary of how the dynamics of chondroprogenitors change during DR and refeeding. Scale bars: 200 μm (**b**, **c**, **f** [left], **g** [left], **i**, **j**, 50 μm **f** [right], **g** [right]), 20 µm (**n**, **o**). All data are presented as the mean ± SD. Statistical significance was determined by one-way analysis of variance and Tukey’s multiple comparison test (**b**, **f**, **j**, **r**) or by unpaired two-tailed *t* test (**k**, **n**)

## Discussion

In this paper, we demonstrated the cellular dynamics of chondroprogenitors in response to external nutrition. We identified a specific cell population residing within a niche in the resting zone of the growth plate after SOC formation by analysis of the *Axin2Cre*^*ERT2*^*;R26R*^*ZsGreen*^ mice. The Axin2^+^ cells included a subset of chondroprogenitors that self-renewed and contributed to growth plate maintenance by differentiating into proliferative chondrocytes. Under DR, these chondroprogenitors are pooled in the resting zone and inhibit their differentiation into proliferative chondrocytes. Once nutritional impairment improved, the pooled chondroprogenitors immediately resumed their differentiation and formed an accelerated rate of chondrocyte columns compared to the control, contributing to catch-up growth. In addition, we showed that nutritional deprivation reduced the activity of IGF-1 signaling in chondroprogenitors and changed the balance between the differentiation and self-expansion of chondroprogenitor cells (Fig. 7q).

Fate-mapping analyses using *Axin2Cre*^*ERT2*^ mice enabled us to directly visualize the dynamics of chondroprogenitors during DR and subsequent catch-up growth. The proliferation of chondroprogenitor cells in the resting zone has been proposed to be temporarily suppressed during malnutrition, thus preserving proliferative potential. Unused proliferative potential leads to catch-up growth after malnutrition improves.^10,36^ Our results, however, suggest that under DR, chondroprogenitor cells entered the cell cycle without differentiating into proliferative chondrocytes, resulting in their accumulation. Given that these pooled chondroprogenitors immediately restarted differentiation after nutrition was reestablished, accumulation of this pool of chondroprogenitors may have prepared the growth plate for rapid growth once nutrients became available. In support of this hypothesis, DR has been shown to stimulate stem cell self-renewal across a wide array of tissue types, seen in intestinal,^37^ hematopoietic,^38^ hair follicle,^39^ and neural^40^ stem/progenitor cells. Our lineage tracing analyses using *Axin2Cre*^*ERT2*^ mice revealed a novel cellular mechanism of catch-up growth, suggesting that *Axin2Cre*^*ERT2*^ mice can be used to monitor the dynamics of chondroprogenitors under several growth inhibitory conditions or local injuries.

The present study showed that nutrient deprivation reduced the activity of both endocrine and para/autocrine IGF-1 signaling, leading to a change in chondroprogenitor behavior during DR. IGF-1 signaling is thought to be a candidate molecular mechanism involved in catch-up growth.^41^ IGF-1 levels are increased in cases of human catch-up growth,^42^ and IGF-1 signaling is necessary for catch-up growth in zebrafish in response to oxygen availability.^43^ In addition, *Igf-1* knockout mice showed a specific growth plate phenotype with an expanded resting zone and a narrowed hypertrophic zone,^44^ supporting our observations in this study. Previous studies further support the finding that IGF-1 signaling plays an important role in catch-up growth. The results showing that administration of rhIGF-1 did not rescue either the DR-induced growth plate and hypertrophic shortening (Fig. 7i–l) or the increased induction of chondroprogenitor cell cycle entry (Fig. 7n–p) suggest that IGF-1 signaling is not the only pathway involved in nutrient-induced catch-up growth. Other endocrine, paracrine and autocrine factors may regulate multiple cellular events in the growth plate, such as cell replication of the proliferative zone, hypertrophy and calcification in the hypertrophic zone, and the transition from cartilage to bone, in growth arrest and catch-up growth in response to nutritional changes. Further studies are needed to identify the specific signaling molecules that underlie catch-up growth.

Endocrine and para/autocrine IGF-1 signaling is a crucial regulator of growth plate function, as it promotes chondrocyte proliferation and hypertrophy.^45–47^ However, the effects of IGF-1 signaling on resting chondrocytes, including whether they are targeted by IGF-1, remain largely unknown. In vitro studies using growth plate chondrocytes have yielded controversial results: some report that IGF-1 selectively acts on differentiated proliferative chondrocytes,^48^ whereas others report that all types of growth plate chondrocytes respond to IGF-1 signaling.^49–51^ In an in vivo study on hypophysectomized rats, Ohlson et al. ^52^ reported that IGF-1 administration did not affect the number of label-retaining cells (slow-cycling cells) in the resting zone, whereas growth hormone increased this number. In contrast, Hunziker et al. ^53^ showed that exogenous IGF-1 application shortens the prolonged cell cycle time induced by hypophysectomy, demonstrating a stimulatory effect of IGF-1 on the mitosis of resting chondrocytes. Our findings suggest that IGF-1 signaling is activated in resting chondrocytes, changing with nutrient availability. Furthermore, exogenous IGF-1 promoted the committed differentiation of resting chondrocytes under restricted dietary conditions, indicating that IGF-1 acts on resting chondrocytes in vivo. In the present study, IGF-1 treatment reduced the number of resting chondrocytes (Fig. 7b, c, e) without changing their proliferative activity under DR conditions, as shown by *Ki67* expression (Fig. 7n–p). DR has been shown to increase the number of resting chondrocytes and allow their entry into the cell cycle, whereas hypophysectomy decreases the proliferative activity of resting chondrocytes.^53^ The discrepancies between our data and previous in vivo studies are probably due to the different experimental conditions of IGF-1 administration (i.e., DR versus hypophysectomy). Further investigation is needed to elucidate the regulatory mechanisms of DR-induced enhancement of chondroprogenitor self-replication.

In summary, we elucidated the dynamics of chondroprogenitors and their regulatory mechanisms in response to nutrient availability. The current identification of these unique characteristics of chondroprogenitor cells in the growth plate has advanced our knowledge base of bone development and homeostasis. Furthermore, these findings may provide a means to develop noninvasive therapy for human growth disorders.

## Materials and methods

### Animals

All procedures were conducted according to the National Institutes of Health (NIH) guidelines and the Institutional Animal Care and USE Committee (IACUC) of the University of Maryland, Baltimore, protocol 0120006. *Axin2Cre*^*ERT2*^ (JAX018867), *Rosa26-CAG-loxP-stop-loxP-tdTomato* (Ai9:*R26R-tdTomato*, JAX007909), *Rosa26-CAG-loxP-stop-loxP-ZsGreen* (*Ai6:R26R-ZsG*, JAX007906), *Rosa26-CAG-loxP-stop-loxP-Confetti* (*R26R-Confetti*, JAX013731), and C57BL/6 J mice were obtained from the Jackson Laboratory. We crossed *Axin2Cre*^*ERT2*^ mice with *R26R-ZsG*, *R26R-tdTomato* or *R26R-Confetti* mice to create *Axin2Cre*^*ERT2*^*;R26R*^*ZsGreen*^, *Axin2Cre*^*ERT2*^*;R26R*^*tdTomato*^ or *Axin2Cre*^*ERT2*^*;R26R*^*Confetti*^ mice, respectively. For Cre recombination, 120 μg·g^−1^ (body weight) tamoxifen (T5648; Sigma‒Aldrich) dissolved in corn oil (C8267; Sigma‒Aldrich) was subcutaneously injected for three consecutive days from P0, P23, P42 or P84 in *Axin2Cre*^*ERT2*^*;R26R*^*ZsGreen*^ mice, for three consecutive days from P23 in *Axin2Cre*^*ERT2*^*;R26R*^*tdTomato*^ mice, and for five consecutive days from P23 in *Axin2Cre*^*ERT2*^*;R26R*^*Confetti*^ mice. All mice were housed in specific pathogen-free conditions and were allowed free access to food (Laboratory Autoclavable Rodent Diet 5010; LabDiet) and water, except during DR, as described later.

### DR and catch-up growth

C57BL/6 J mice were used to establish a mouse catch-up growth model, and *Axin2Cre*^*ERT2*^*;R26R*^*ZsGreen*^ mice were used to perform lineage-tracing analyses. After six days of acclimatization in solitary cages, the mice were fed ad libitum or subjected to 50% of their normal food intake from P27 for the indicated periods. The normal intake was based on the intake of the C57BL/6 J mice fed ad libitum. During DR, food was provided once daily with ad libitum access to water. The mice were fed ad libitum after seven days of DR for catch-up growth.

### Pharmacological modulation in vivo

For investigation of whether activation of PI3K signaling in resting chondrocytes is dependent on IGF-1 signaling, 28-day-old C57/B6J mice received intraperitoneal injections of either the IGF-1 receptor tyrosine kinase inhibitor picropodophyllin (PPP, 20 μg·g^−1^ body weight; SLK-S7668, Selleck Chemicals) or vehicle alone (dimethyl sulfoxide [D8418, Sigma‒Aldrich]/corn oil, 9:1) 30 minutes before euthanasia.^54,55^ For analysis of the relationship between IGF-1 and PI3K signaling under nutritional deprivation, 28-day-old C57/B6J mice were fasted for one day and then treated with a subcutaneous injection of either rhIGF-1 (1 μg·g^−1^ body weight; 291-G1, R&D Systems) or vehicle phosphate-buffered saline (PBS) alone 60 min before euthanasia. *Axin2Cre*^*ERT2*^*;R26R*^*ZsGreen*^ mice underwent catch-up growth treatment (see “DR and catch-up growth”) and received subcutaneous rhIGF-1 (1 μg·g^−1^ body weight) or PBS twice daily (9:00 am and 18:00) for seven consecutive days from P28. Proximal tibias were collected 2 h after the final dose was administered at 9:00 on P34.

### Measurement of tibial length

Radiographic lateral view images of the fixed tibia were taken using a Faxitron X-ray Specimen Radiography System (Hologic) in automatic exposure control mode. Images were analyzed using ImageJ software.

### Histology and imaging

For hematoxylin and eosin staining, EdU staining, alizarin labeling, immunohistochemistry, and in situ hybridization, frozen sections at 5 µm were analyzed using Keyence BZX710 (Keyence) or Nikon CSU-W1 Spinning Disk Confocal Camera (Nikon). For lineage tracing analyses, frozen sections at 150 µm were analyzed using a Nikon CSU-W1 spinning disk confocal camera. Details are provided in the supplementary methods.

### LMD and RNA-seq analysis

RNA was extracted from 8 µm snap frozen sections of distal femur and proximal tibial growth plates in *Axin2Cre*^*ERT2*^*;R26R*^*TdTomato*^ mice using the Picopure RNA Isolation Kit (KIT0204, Thermo Fisher) as previously described.^56^ Microdissections of resting chondrocytes and proliferative chondrocytes were performed using a Leica LMD 7000 laser microdissection system (Leica Microsystems). RNA was amplified by two rounds of in vitro transcription using the Arcturus RiboAmp HS PLUS Kit (KIT0521, Thermo Fisher), and complimentary DNA libraries were prepared using the KAPA RNA HyperPrep Kit (Roche) according to the manufacturer’s instructions. cDNA libraries were sequenced using an Illumina NovaSeq 6000 system. Raw and processed data are available in the Gene Expression Omnibus (GEO) database under accession number GSE192840. Details are provided in the supplemental methods.

### Statistical analysis

Statistical analyses were performed using GraphPad Prism (version 6/9). All numerical results are presented as the mean ± SD from a minimum of three different experiments (the exact number is indicated in the figure legends). For single comparisons, data were tested for statistical significance using an unpaired two-tailed *t* test. For multiple comparisons, one-way analysis of variance (ANOVA) followed by Tukey’s post hoc test was used. Comparisons between two groups and time points were performed using two-way ANOVA followed by Bonferroni’s multiple comparisons. The *P* values of statistical significance are shown in the respective figures.

## Supplementary information

Supplemental material

# Supplementary material for: Nutrient-regulated dynamics of chondroprogenitors in the postnatal murine growth plate
**Source:** Bone Res. 2023 Apr 21;11:20. doi: 10.1038/s41413-023-00258-9
**Supplement:** Supplementary file 1 — Supplemental material

## Supplementary Information

### Supplementary Methods

**Tissue processing.** For immunohistochemistry or lineage tracing, knees were fixed in freshly prepared 4% paraformaldehyde (PFA) (158127, Sigma-Aldrich) in PBS for 24h at 4 °C, then decalcified in 10% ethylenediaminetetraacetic acid (EDTA) in PBS (97063-730, VWR International) (pH 7.4) for four days at 4 °C. The samples were transferred to 30% sucrose solution (S0389, Sigma-Aldrich) in PBS for 24 h at 4 °C and embedded in OCT compound (4585, Thermo Fisher Scientific). Five or 150 µm sagittal knee sections at the level of the medial plateau were made using a cryostat (CM1950, Leica Biosystems). Five micrometer sections were prepared on an adhesive film (Cryofilm type IIIc, Section-Lab Co. Ltd.) using the Kawamoto film method.<sup>1</sup> For hematoxylin and eosin (H&E) staining, 5-ethynyl-2'-deoxyuridine (EdU) staining, *in situ* hybridization or alizarin labeling, the knee samples were placed into freshly prepared 2% formaldehyde (28906, Thermo Fisher) in sterile PBS for 24 h at room temperature and for three days at 4 °C, then were transferred to a 30% sucrose/0.5% formaldehyde solution in sterile PBS for 24 h at 4 °C. After embedding the samples in OCT compound, 5 µm sections were prepared using Kawamoto film method. For LMD, the samples were directly embedded in OCT compounds, then snap frozen in hexane dry-ice. One or two sections (as determined from the position of medial plateau and posterior cruciate ligament) were used for H&E staining, EdU staining, alizarin labeling, immunohistochemistry, and *in situ* hybridization.

**Confocal microscopy and image analysis.** Detection and confocal imaging for immunohistochemistry, *in situ* hybridization, and lineage tracing, was performed with a Nikon CSU-W1 Spinning Disk Confocal Camera (Nikon), Imaris image analysis software (Oxford Instruments), and ImageJ software. For lineage tracing analyses, the full thickness 150 µm sections of frozen samples were stained with DAPI for 30 min at room temperature. Samples were then mounted in 75% 2,2'-thiodiethanol (166782, Sigma-Aldrich) mounting buffer following a published method.<sup>2</sup> The sections were scanned, and 3D z-stacks were constructed. The images of the center areas of the proximal tibial growth plate, 800 µm in width and 100

µm in depth, were cropped out and analyzed in surpass and slice modes of Imaris. Chondrocyte columns were defined as aggregations comprising of four or more cells. Columns comprising nine or fewer cells were denoted as a short column, and those containing 10 or more cells as long columns.<sup>3</sup> The number of chondrocyte columns was counted manually in 3D using Imaris software. Three serial 2D images with a 10 µm interval per sample were used to quantify the number of ZsGreen<sup>+</sup> cells in the top 50µm<sup>4</sup> and the percentage of ZsGreen<sup>+</sup> cells among the growth plate chondrocytes. The length of the resting zone changes with age, and has been reported in ranges 40-60 µm at 2-6 weeks of ages.<sup>5</sup> To avoid complexity of defining the resting zone in individual sections, we counted the number of ZsGreen<sup>+</sup> cells in the top 50 µm to quantify the ZsGreen<sup>+</sup> cells in the resting zone. For the analysis of ZsGreen<sup>+</sup> cells in the resting zone at P3, the ZsGreen<sup>+</sup> cell rate was calculated in a square area measuring 200 µm per side, in a region where round chondrocytes were observed (Fig. 1a). Quantification was performed using ImageJ software. Detection and imaging for H&E staining, alizarin labeling, and EdU labeling were performed using Keyence BZX710 (Keyence) and quantification was performed using a BZ-X Analyzer (Keyence).

**Histological analysis.** Histological analyses were performed using the results of H&E staining, which was performed according to standard protocols. The central area of the proximal tibial growth plate with a width of 600 µm was cropped and analyzed. Growth plate height was measured parallel to the chondrocyte column. The resting and proliferative zones were defined by morphology following the method described previously.<sup>5</sup> The resting zone was defined from the lower margin of the secondary ossification center to the slightly flat doublet chondrocytes before formation of long columns of proliferative chondrocytes. Hypertrophic chondrocytes were defined by a height  $\geq 10$  µm as reported previously.<sup>5</sup> Growth plate height and hypertrophic zone height were measured at four equally spaced points in the cropped area. Terminal hypertrophic chondrocyte was defined as cells in the last lacuna that were not invaded by metaphyseal blood vessels,<sup>5</sup> and the number of terminal hypertrophic chondrocytes per 100 µm was defined as the column number per 100 µm width.

**Assessment of bone growth rate by alizarin injection.** To assess the rate of physical bone growth, we injected alizarin subcutaneously (30 µg/g body weight; A3883, Sigma-Aldrich) in mice at the indicated time points. Mice were euthanized 48 h after injection, and undecalcified sagittal knee sections (5 µm in thickness) were prepared. Longitudinal bone growth was evaluated as the distance between the edge of the red fluorescence-labeled metaphysis and the chondro-osseous junction.<sup>5</sup> The distances at four equally spaced points in a center area of the proximal tibial growth plate with a width of 600 µm were measured per section.

**Immunohistochemistry.** For p-Akt and p-H3 stainings, decalcified sagittal knee sections (5 µm in thickness) were prepared and post-fixed in 4% PFA for 5 min at room temperature. Antigen retrieval was performed by incubating the sections with 0.1% trypsin for 10 min at room temperature. After blocking with 5% goat serum (G9023, Sigma-Aldrich) in PBS for 30 min, sections were incubated with rabbit anti-p-Akt antibody (1:50; 9271S, Cell Signaling Technology) or rabbit anti-p-H3 antibody (1:100; 04-817, Sigma-Aldrich) for 60 min at room temperature, washed with PBS, and subsequently incubated with Alexa Fluor 568-conjugated goat anti-rabbit IgG (1:250; A11011, Thermo Fisher) for 60 min at room temperature. The sections were examined under 40x magnification for p-H3 and 60x magnification for p-Akt. A central area of the proximal tibial growth plate with a width of 600 µm was selected, and the ratio of p-H3<sup>+</sup> cells or p-Akt<sup>+</sup> cells among DAPI<sup>+</sup> or ZsGreen<sup>+</sup> cells was analyzed using Image J. For Igf-1 immunostaining, decalcified sagittal knee paraffin sections (6 µm in thickness) were prepared. Antigen retrieval was performed by incubating the sections with 10 mM sodium citrate (pH 6.0) for 10 min at 80°C. After blocking with 5% goat serum (G9023, Sigma-Aldrich) in PBS for 30 min, sections were incubated with rabbit anti-IGF1 antibody (1:100; ab9572, Abcam) for overnight at 4°C, washed with PBS, and subsequently incubated with Alexa Fluor 649-conjugated goat anti-rabbit IgG (1:200; A11011, Thermo Fisher) for 60 min at room temperature.

***In situ* hybridization.** RNA *in situ* hybridization was performed on proximal tibial growth plates as

described previously.<sup>6</sup> Briefly, undecalcified sagittal knee sections (5 µm in thickness) were post-fixed in freshly prepared 2% formaldehyde for 30 min at room temperature, dehydrated with 70% ethanol for at least one day at 4 °C. The sections on the film were then placed on glass slides. Once the ethanol volatilized, the four sides of the film were surrounded with vacuum grease dissolved in spectroscopic-grade chloroform (C298-500, Sigma-Aldrich) to fix the sections onto glass slides. After the grease was dried, RNA *in situ* hybridization was performed using RNAscope 2.5HD detection reagent kit-RED (Advanced Cell Diagnostics Inc., Newark, CA, USA) according to manufacturer instructions. Sequences of the probes used are as follows (NCBI accession numbers): *Ki67* (NM\_001081117.2, 1472–2523), *Cd73* (NM\_011851.4, 1365–2786), *Pthrp* (NM\_008970.4, 173–1231), *Igf-1* (NM\_010512.4, 359–1354), *Clu* (NM\_013492.2, 575–1794), *Igflr* (Custom probe), *Matn1* (NM\_010769.2, 857–1795), *Col2a1* (NM\_001113515.2, 711–2052) and *Slc2a1* (NM\_011400.3, 325–1331). A central area of the proximal tibial growth plate with a width of 600 µm was used for analysis. We performed quantification according to the semi-quantitative scoring guideline from the manufacturer: Score 0, no staining or <1 dot/10 cells; Score 1, 1–3 dots/cell; Score 2, 4–9 dots/cell, no or very few dot clusters; Score 3, 10–15 dots/cell and/or <10% of dots in clusters; Score 4, > 15 dots/cell and/or >10% of dots in clusters (<https://acdbio.com/dataanalysisguide>). For genes with low expression levels, such as *Ki67*, *Cd73*, and *Pthrp*, the sections were examined under 40x magnification and the cells with at least one dot (Score 1–4) were counted as positive. For genes with relatively high expression levels, such as *Igf-1* and *Clu*, the sections were examined under a 20x magnification and the cells with more than 10 dots or with clustering dots (Score 3, 4) were counted as positive.

**EdU labelling and detection.** To evaluate cell proliferation, EdU (50 µg/g body weight, 900584, Sigma-Aldrich) dissolved in saline was subcutaneously administered to the mice at the indicated postnatal days. After incubating samples with 0.5% Triton X-100 (9002-93-1, Sigma-Aldrich) in PBS for 10 min at room temperature, the Click-iT EdU Alexa Fluor 647 Imaging Kit (C10340, Thermo Fisher) was used to detect

EdU. A central area of the proximal tibial growth plate with a 600  $\mu\text{m}$  width was used for analysis. The ratio of the number of EdU<sup>+</sup> cells among DAPI<sup>+</sup> cells was measured by BZ-X Analyzer.

**Measurement of serum IGF-1 levels.** Serum IGF-1 levels were determined using a mouse-specific Quantikine ELISA kit (R&D Systems, MG100) according to manufacturer protocol.

**LMD and RNA-Seq analysis.** We performed LMD using snap frozen sections of distal femur and proximal tibial growth plates as previously described.<sup>7</sup> Briefly, an adhesive film was attached to the specimen and 8  $\mu\text{m}$  sections were cut. Frozen specimens were immediately soaked in 80% ethanol for 30 s, then in 100% ethanol for 1 min (twice), then in xylene for 5 min at room temperature, and subsequently dried for 5 min. Because most *Axin2-CreER*<sup>+</sup> cells remained morphologically in the resting zone after seven days of chase (Fig. 2B), we utilized *Axin2Cre*<sup>ERT2</sup>;*R26R* reporter system as a tool to label the resting chondrocytes. We used *Axin2Cre*<sup>ERT2</sup>;*R26R*<sup>TdTomato</sup> mice instead of *Axin2Cre*<sup>ERT2</sup>;*R26R*<sup>ZsGreen</sup> mice because ZsGreen signal was diminished during ethanol fixation.<sup>8</sup> Knee samples were prepared from *Axin2Cre*<sup>ERT2</sup>;*R26R*<sup>TdTomato</sup> mice on P30 which received tamoxifen injections for three consecutive days from P23 (Fig. S5a). Microdissections of TdTomato-positive resting chondrocytes and unlabeled proliferative chondrocytes were performed using a Leica LMD 7000 laser microdissection system (Leica Microsystems). We defined proliferative chondrocytes by flattening pattern and location at least 50  $\mu\text{m}$  from the SOC. RNA extraction was performed using the Picopure RNA Isolation Kit (KIT0204, Thermo Fisher) and was amplified by two rounds of *in vitro* transcription using the Arcturus RiboAmp HS PLUS Kit (KIT0521, Thermo Fisher), according to manufacturer protocol. Complimentary DNA libraries were prepared using the KAPA RNA HyperPrep Kit (Roche, Basel, Switzerland) according to manufacturer instructions. The unique dual barcode sequences were incorporated into adaptors for multiplexed high-throughput sequencing (NEXTFLEX® Unique Dual Index Barcodes; BioO Scientific, Austin, TX, USA). The libraries were pooled and loaded onto an S1 flow cell on an Illumina NovaSeq 6000 (Illumina, San Diego, CA, USA) and run for 57-65 cycles. De-multiplexed and adapter-trimmed sequencing reads were generated using Dragen

Host Software Version 01.011.588.3.7.5 (Illumina), allowing no mismatches in the index read. BBDuk (version 36\_49) was used to trim/filter low quality sequences using the “qtrim=lr trimq=10 maq=10” option. Next, the filtered were aligned to the mouse reference genome (GRCm38) using HISAT2 (version 2.1.0) by applying the -no-mixed and -no-discordant options. The reads were summarized for each gene using HTseq-count (version 0.11.2) supplemented with Ensembl gene annotation (GRCm38.78). 

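The paper's text does not name the strand option used for this counting. In the deposited counts, *Tsix*, which is transcribed antisense to *Xist*, held 93.2% of the counts on *Xist* and *Tsix* together in the female libraries (18683 against 1367 counts, 91.4% to 94.8% per library). Mouse mitochondrial DNA encodes 13 proteins, and the gene of 1 of them, *mt-Nd6*, lies on the minus strand. This gene held between 69.4% and 82.9% of the counts on the 13 genes in the 8 libraries. Of all counts, 70.5% fell on genes with an exon that overlaps an exon of a gene on the opposite strand. Among the 682 genes called between the zones, 352 had such an overlap (51.6%), against 49.4% of all tested genes.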

The edgeR R package was used to fit the read counts to a negative binomial model along with the generalized linear model, and differentially expressed genes were determined by the likelihood ratio test method in edgeR. Significance was defined to be those with q-value < 0.01 calculated by the Benjamini-Hochberg method to control the false discovery rate (FDR) and log<sub>2</sub> fold change is greater than 1 or smaller than -1 in resting chondrocytes compared to proliferative chondrocytes. The ggpubr R package was used to generate a MA plot. The top 500 DEGs were selected, and the ComplexHeatmap R package was used to generate a heatmap. The list of DEGs was subjected to KEGG pathway analysis using the Database for Annotation, Visualization, and Integrated Discovery (DAVID) bioinformatics resource (david.ncifcrf.gov). We also used the Upstream Regulator Analysis tool in Ingenuity Pathways Analysis Software (version 01-20-04) (Ingenuity Systems Inc., Redwood, CA, USA) to predict the potential cause of the changes in gene expression between resting and proliferative chondrocytes.

**Chondrocyte isolation and culture.** Chondrocytes were isolated from the growth plate following the protocol previously described with some modifications.<sup>9</sup> Briefly, the femur and tibia bones were incubated in calcium- and magnesium-free Hank’s Balanced Salt Solution (HBSS; H6648, Sigma) containing 2 units of liberase TM (Roche) at 37°C for 30 minutes. After removing soft tissues including perichondrium, distal femur, and proximal tibia bones were dislodged from the the diaphyseal end at the boundary between the primary spongiosa and the growth plate. These epiphyseal bones containing the growth plate were then digested in HBSS with 2 units of liberase TM at 37°C for 30 minutes on a rotor. The first digestion solution was collected and centrifuged at 500 g at 4°C for 4 minutes to collect cells followed by additional four sequential digestion steps at 37°C for 30 minutes on a rotor. The harvested cells were pooled for cell culture

and flow cytometry analysis.

The isolated chondrocytes were seeded at the density of  $3.4 \times 10^4/\text{cm}^2$  and passaged at the split ratio of 1:4 twice. At Passage 3, some cells were seeded at the density of  $4.2 \times 10^3/\text{cm}^2$  and serially passage until they stopped growing. The number of cells were counted at each passage ( $n=3$ ). At Passage 3, the rest cells were sorted by the flow cytometry. The ZsGreen positive cells were collected and cultured under chondrogenic, osteogenic and adipogenic differentiation conditions: In chondrogenic culture, the cells were seeded at the density of  $12.5 \times 10^4/\text{cm}^2$  in 96-well plate, cultured in high-glucose DMEM containing 10% FBS and 50  $\mu\text{g}/\text{ml}$  ascorbic acid for 7 days; In osteogenic differentiation culture, the cells were seeded at  $4.2 \times 10^3/\text{cm}^2$  and cultured in StemXVivo Osteogenic/Adipogenic BaseMedia (R&D systems, Inc., Minneapolis, MN) with Mouse/Rat Osteogenic Supplement (R&D systems, Inc.) for 7 days. In adipogenic differentiation culture, the cells were seeded at  $2.1 \times 10^4/\text{cm}^2$  and cultured in was in StemXVivo Osteogenic/Adipogenic BaseMedia with Human/Mouse/Rat Adipogenic Supplement (R&D systems, Inc.) for 14 days. At the end of culture, the cultures were stained with alcian blue (pH 1.0), alizarine red S (pH 4.1) or Oil red O.

**Flow cytometry analysis.** The chondrocytes were subjected to flow cytometry (Cytex® Aurora, 4 Laser 16UV-16V-14B-8R) and the obtained data was analyzed by FlowJo 10.8.1 (BD Biosciences). The following antibodies were used: anti-CD45 (30-F11, APC-conjugated, 1:200, BioLegend), anti-Ter119 (TER-119, APC-conjugated, 1:200, BioLegend), anti-Tie2 (TEK4, APC-conjugated, 1:200, BioLegend), anti-CD51 (RMV-7, biotinylated, 1:100, BioLegend), anti-Thy1.1 (OX-7, BV421-conjugated, 1:100, BioLegend), anti-Thy1.2 (30-H12, BV421-conjugated, 1:100, BioLegend), anti-6C3 (BP-1, BV711-conjugated, 1:100, BD Biosciences), anti-CD105 (MJ7/18, PE-Cy7-conjugated, 1:100, BioLegend), anti-CD200 (OX-90, APC-R700-conjugated, 1:100, BD Biosciences), APC/Cy7 Streptavidin (1:200, BioLegend). DAPI was used to exclude dead cells.

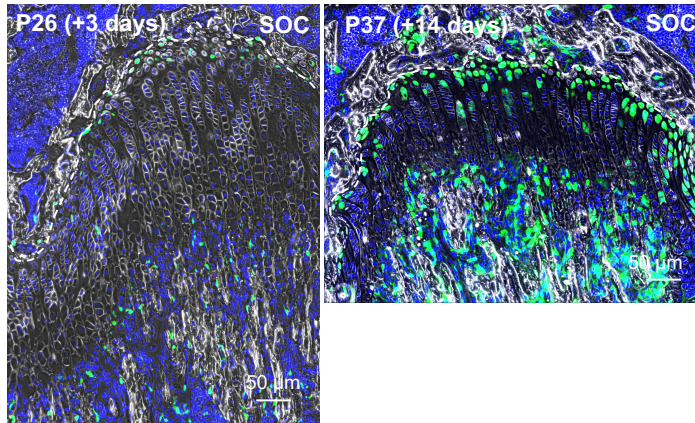

**Supplementary Figure S1.** Fate-mapping analysis of Axin2<sup>+</sup> cells in the distal femoral growth plate in *Axin2Cre<sup>ERT2</sup>;R26R<sup>ZsGreen</sup>* mice (pulsed on P23–25, and traced for 3 and 14 days). Representative images showing descendants of initially labeled Axin2<sup>+</sup> cells at 3 (n=3) (P26, + 3 days) and 14 (n=3) (P37, +14 days) days after tamoxifen injection. Axin2<sup>+</sup> cells were detected at the border of secondary ossification center (SOC) in the resting zone of the distal femoral growth plate 3 days after tamoxifen injection. The Axin2<sup>+</sup> cells increased in the resting zone and made columns in the growth plate 14 days after tamoxifen injection. The white dashed lines demarcate the growth plate from the SOC. Scale bar: 50 μm.

## a Fractionation by SSC markers

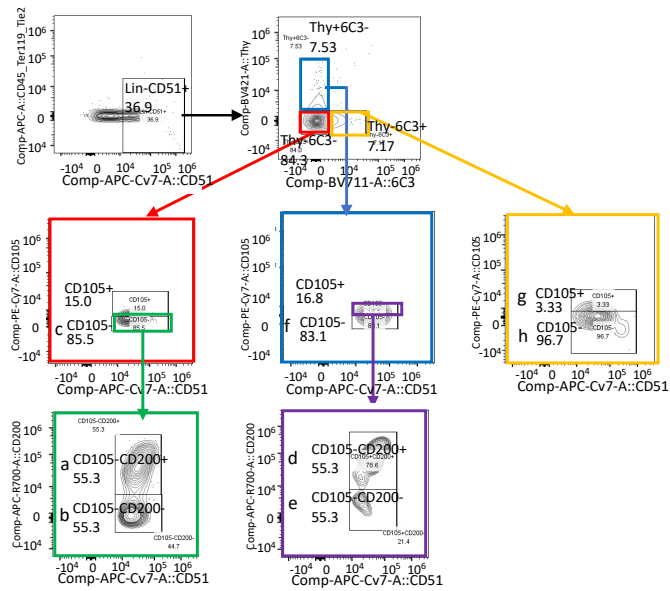

## b The ratio of Axin2+ cells

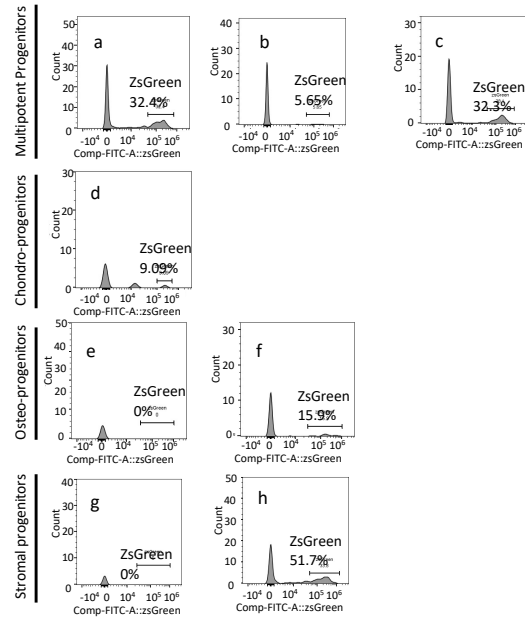

## c Expression of SSC markers in Axin2+ cells

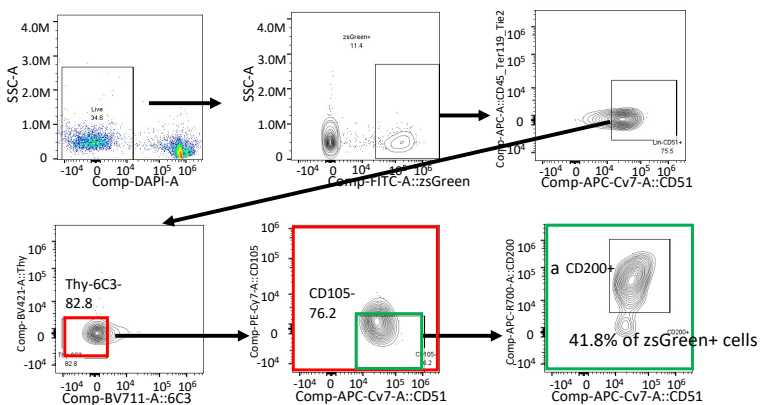

**d** Trilineage differentiation of Axin2<sup>+</sup> cells

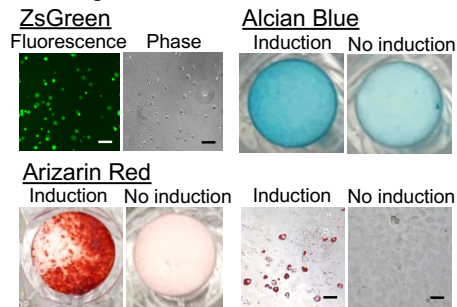

**Supplementary Figure S2.** Characterization of Axin2<sup>+</sup> cells and their descendants. The growth plate chondrocytes were isolated from proximal tibia and distal femur in the *Axin2Cre<sup>ERT2</sup>;R26R<sup>ZsGreen</sup>* mice (pulsed on P23–25, and harvested on P26 (a-c) or P37 (d)). **a** Fractionation of growth plate chondrocytes by skeletal stem cell markers. The growth plate cells were subjected to flow cytometry to analyze expression of skeletal stem cells (SSC) markers following the procedure described previously.<sup>10</sup> **b** FACS plot for fractions a-h shown in (a) by ZsGreen signal. The values show the percentage of ZsGreen-positive Axin2<sup>+</sup> cells. **c** FACS plot of the ZsGreen<sup>+</sup> cells. 41.8% of ZsGreen-positive Axin2<sup>+</sup> cells were fractioned in the multipotent progenitor population (a, CD45-TER119-Tie2-AlphaV+Thy-6C3-CD105-CD200+). **d** Multipotency of Axin2<sup>+</sup> cells. The growth plate cells were passaged twice and subjected to flow cytometry. The ZsGreen<sup>+</sup> cells were sorted and seeded at the density of 12.5 x10<sup>4</sup>/cm<sup>2</sup> in 96-well plate (chondrogenic differentiation), 4.2x10<sup>3</sup>/cm<sup>2</sup> in 48-well plate (osteogenic differentiation) and 2.1 x 10<sup>4</sup>/cm<sup>2</sup> in 48-well plate (adipogenic differentiation). On day 1, the fluorescence and phase contrast images were taken (ZsGreen). The cells cultured in the chondrogenic differentiation or undifferentiated medium were stained with alcian blue on day 7 (Alcian Blue). The cells cultured in the osteogenic differentiation or undifferentiated medium were stained with alcian blue on Day 7 (Alizarin Red). The cells cultured in the adipogenic differentiation or undifferentiated medium were stained with oil red O on Day 14 (Oil Red O). Scale bars: 50  $\mu$ m.

**a** ISH of *Foxa2*

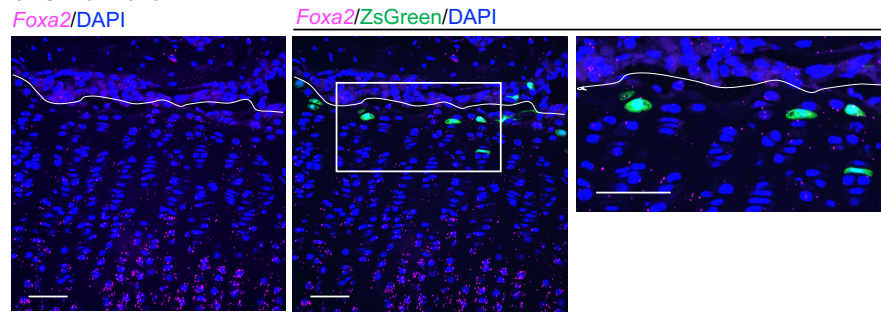

**b** Immunostaining of *Foxa2*

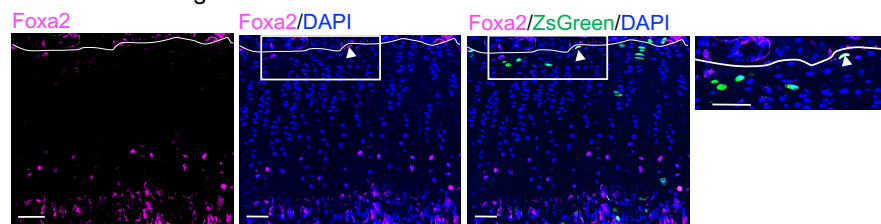

**Supplementary Figure S3. *In situ* hybridization and immunostaining of *Foxa2*.** The proximal tibial growth plate was collected from the *Axin2Cre<sup>ERT2</sup>;R26R<sup>ZsGreen</sup>* mice (pulsed on P23–25, and harvested on P26) and subjected to histological analysis. **a** Representative images of *in situ* hybridization for *Foxa2* and *Axin2*<sup>+</sup> cells (n=3). The *Foxa2* transcripts were sparsely detected in the resting and proliferative zones and abundantly in the hypertrophic zone. **b** Representative images of immunostaining for *Foxa2* and *Axin2*<sup>+</sup> cells (n=3). Immunoreactivity for *Foxa2* were detected in some resting chondrocytes and hypertrophic chondrocytes. Some *Axin2*<sup>+</sup> cells were positive for *Foxa2* immunostaining. The white dashed lines demarcate the growth plate from the secondary ossification center. Scale bars: 50  $\mu$ m.

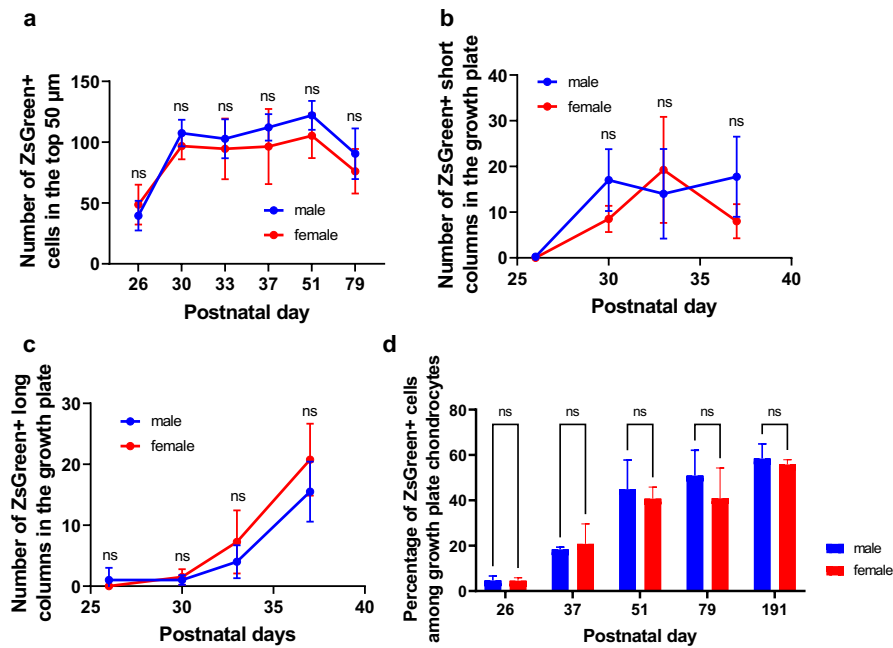

**Supplementary Figure S4. No significant difference between sex in the lineage tracing results in *Axin2Cre<sup>ERT2</sup>;R26R<sup>ZsGreen</sup>* mice. a–d** Fate-mapping analysis of *Axin2<sup>+</sup>* cells in the proximal tibial growth plate in *Axin2Cre<sup>ERT2</sup>;R26R<sup>ZsGreen</sup>* mice (pulsed on P23–25, and traced for several periods). Quantification of descendants of initially labeled *Axin2<sup>+</sup>* cells (*ZsGreen<sup>+</sup>* cells) in the top 50  $\mu\text{m}$  (**a**), *ZsGreen<sup>+</sup>* columns in the growth plate, short columns ( $\leq 9$  cells, red line) (**b**) and long columns ( $\geq 10$  cells, blue line) (**c**), and percentage of *ZsGreen<sup>+</sup>* cells among growth plate chondrocytes (**d**). P26–51 (n = 4 male, n = 4 female), P79 (n = 4 male, n = 3 female), P191 (n = 3 male, n = 3 female). Adjusted  $p > 0.9999$ , (ns) (P26–79) (**a**). Adjusted  $p > 0.9999$ , (ns) (P26 and P33), adjusted  $p = 0.3261$ , (ns) (P30), adjusted  $p = 0.4373$ , (ns) (P37) (**b**). Adjusted  $p > 0.9999$ , (ns) (P26–P33), adjusted  $p = 0.8919$  (ns) (P37) (**c**). Adjusted  $p > 0.9999$ , (ns) (P26–P191) (**d**). ns, not significant. All data are presented as the mean  $\pm$  SD. Statistical significance between sex was

determined by two-way analysis of variance and Bonferroni's multiple comparison test.

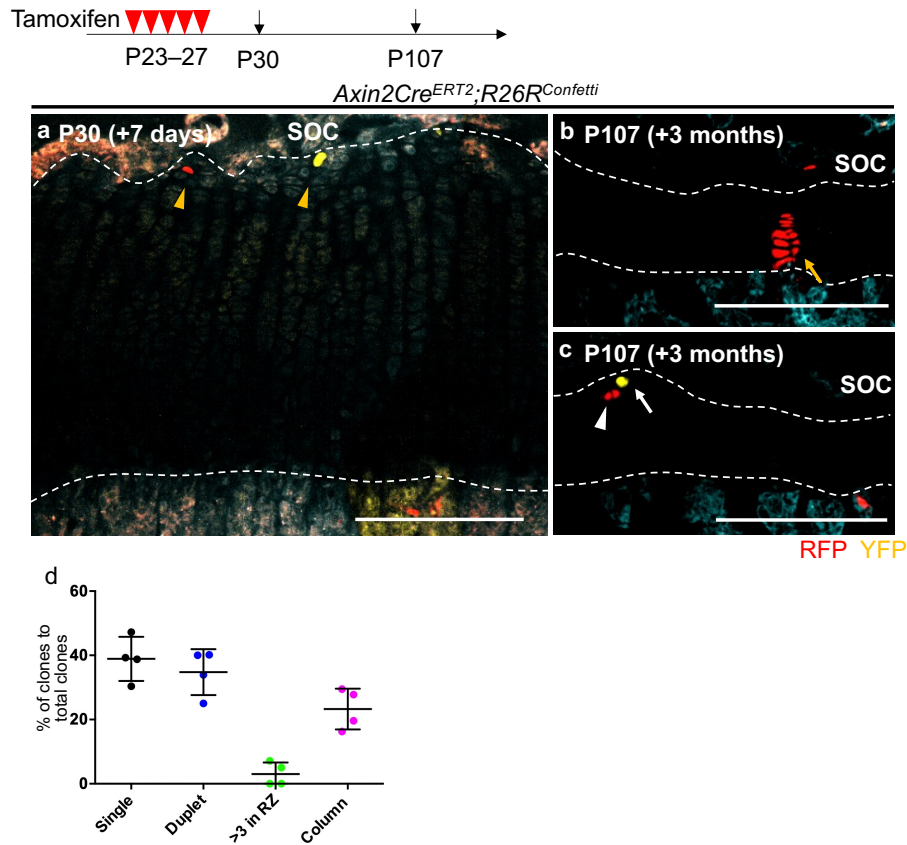

**Supplementary Figure S5. *In vivo* clonal analysis of *Axin2*<sup>+</sup> cells.** **a–c** Clonal fate-mapping analysis of *Axin2*<sup>+</sup> cells in the proximal tibial growth plate in *Axin2Cre<sup>ERT2</sup>;R26R<sup>Confetti</sup>* mice (pulsed on P23–27, and traced for 7 days or 3 months). Orange arrowheads, *Axin2*<sup>+</sup> cells (**a**), orange arrow, chondrocyte column in the same color (**b**), white arrow, singlet progeny, white arrowhead, doublet progeny (**c**). **d** Quantification of the percentage of single-cell clones (black), duplet clones (blue), the clones of more than 3 cells (green) in the resting zone and the clones making columns in the growth plate (magenta) to the total number of clones.

The data are presented as the mean  $\pm$  SD. SOC, secondary ossification center. The white dashed lines demarcate the growth plate from the surrounding tissues. Scale bars: 200  $\mu$ m (a–c).

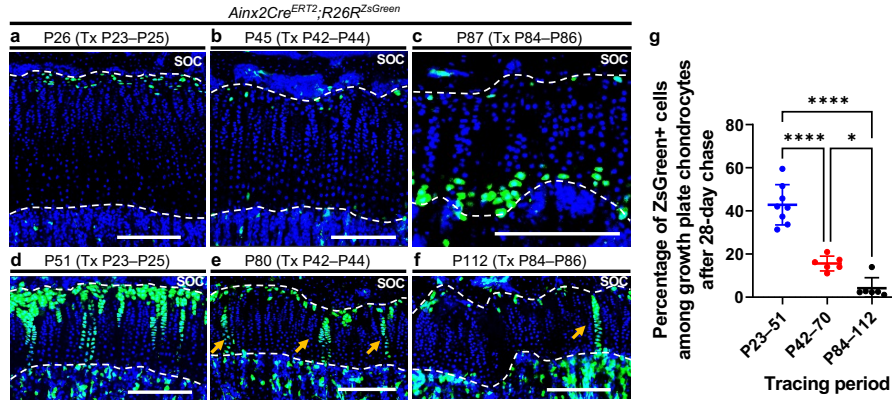

**Supplementary Figure S6. Chondrocyte column formation of Axin2<sup>+</sup> cells at different developmental stages.** **a–f** Fate-mapping analysis of Axin2<sup>+</sup> cells in the proximal tibial growth plate in *Axin2Cre<sup>ERT2</sup>;R26R<sup>ZsGreen</sup>* mice (pulsed for three consecutive days from various time points and chased for 3 or 28 days). Axin2<sup>+</sup> cells were labelled with tamoxifen injection from P23 (**a**), P42 (**b**), and P84 (**c**). Representative images of the descendants of initially labeled Axin2<sup>+</sup> cells (ZsGreen<sup>+</sup> cells) chased for 28 days from P23 (**d**), P42 (**e**), and P84 (**f**). Arrows, ZsGreen<sup>+</sup> chondrocyte columns (**e**, **f**). **g** Percentage of ZsGreen<sup>+</sup> cells among growth plate chondrocytes after a 28-day chase at various time points. P23–51 (n = 8), P42–70 (n = 6), P84–112 (n = 6). Adjusted \*\*\*\*p = < 0.0001 (P23–51 vs P42–70, P23–51 vs P84–112), adjusted \*p = 0.0245 (P42–70 vs P84–112). Tx, tamoxifen, SOC, secondary ossification center. The white dashed lines demarcate the growth plate from the surrounding tissues. Scale bars: 200  $\mu$ m (**a–f**). All data were presented as the mean  $\pm$  SD. Statistical significance was determined by one-way analysis of variance and Tukey's multiple comparison test.

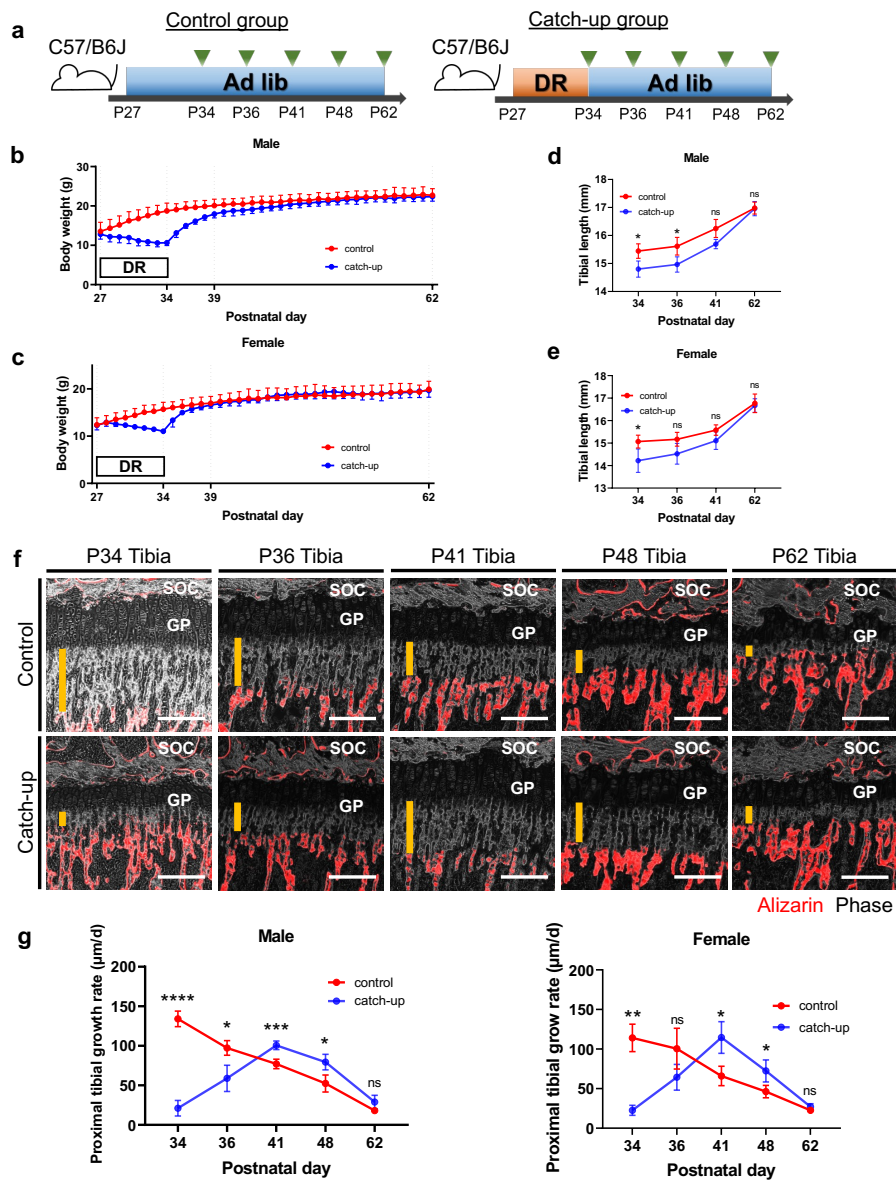

## h Growth plate analysis in Control and DR

S7

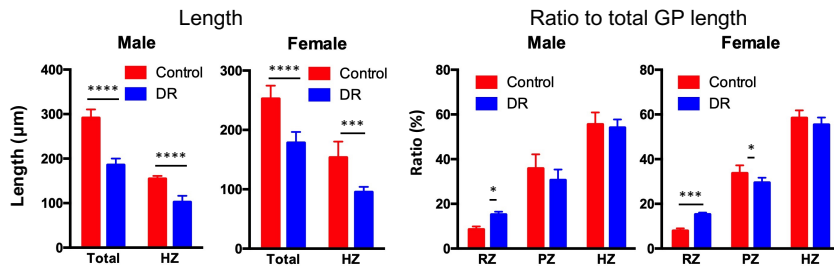

## i Growth plate analysis in Control and Catch-up

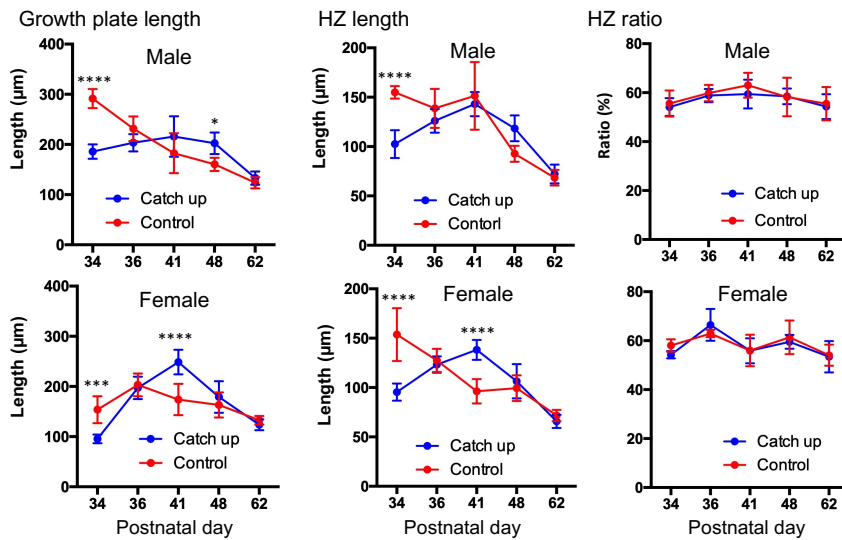

## j Proliferation

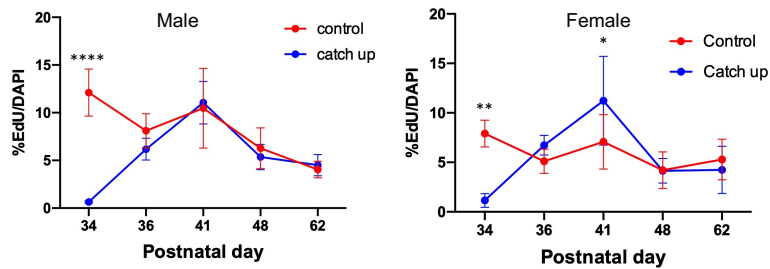

**Supplementary Figure S7. Catch-up growth during ad libitum feeding after a seven-day dietary**

**restriction in C57/B6j mice. a** Schematic diagrams of the mouse catch-up growth model examining the proximal tibial growth plate of C57/B6J mice. The mice were fed ad libitum from P27 (control group) or after seven-day DR from P27 (catch-up group). **b, c** Weight changes during and after DR in male (**b**) and female mice (**c**).  $n = 5$  (each time point) for male and female mice. **d, e** Tibial length changes after stopping DR in male (**d**) and female mice (**e**). P34 ( $n = 6$  control,  $n = 5$  catch-up), P36–62 ( $n = 5$  control,  $n = 5$  catch-up) in male mice (**d**), P34 ( $n = 7$  control,  $n = 7$  catch-up), P36, ( $n = 7$  control,  $n = 6$  catch-up), P41, P62 ( $n = 5$  control,  $n = 5$  catch-up) in female mice (**e**). Adjusted  $*p = 0.0186$  (P34), adjusted  $*p = 0.00331$  (P36), adjusted  $p = 0.0562$  (ns) (P41), adjusted  $p > 0.9999$  (ns) (P62) (**d**). Adjusted  $*p = 0.0163$  (P34), adjusted  $p = 0.0714$  (ns) (P36),  $p = 0.2246$  (ns) (P41),  $p > 0.9999$  (ns) (P62) (**e**). **f** Representative images for alizarin labelling in the proximal tibial growth plate after DR. Mice were subcutaneously injected with alizarin (30  $\mu\text{g/g}$  body weight) and euthanized after 48 h. Orange bars indicate bone growth after 48 h. **g** Proximal tibial growth rate after stopping DR in male and female mice. **h** Lengths of total growth plate and hypertrophic zone (HZ), and ratios of resting zone (RZ), proliferative zone (PZ) and hypertrophic zone (HZ) lengths to total growth plate length in control and DR groups at P34. **i** Lengths of total growth plate and HZ, and ratios of HZ length to total growth plate length in control and catch up growth groups at P34–P62 after stopping DR. **j** Percentage of EdU+ cells to DAPI + cells in the growth plate in control and catch-up growth groups on P34–P62 after stopping DR. P34 ( $n = 6$  control,  $n = 5$  DR), P36–P62 ( $n = 5$  control,  $n = 5$  catch-up) in male mice (**g–i**), P34 ( $n = 5$  control,  $n = 5$  catch-up), P36 ( $n = 5$  control,  $n = 5$  catch-up), P41–P62 ( $n = 5$  control,  $n = 5$  control) in female mice (**g–i**). P34 ( $n = 3$  control,  $n = 3$  catch-up), P36–P62 ( $n = 5$  control,  $n = 5$  catch-up) in male and female mice (**k**). Adjusted  $****p < 0.0001$  (P34), adjusted  $*p = 0.0180$  (P36), adjusted  $***p = 0.0010$  (P41), adjusted  $*p = 0.0164$  (P48), adjusted  $p = 0.2096$  (ns) (P62) in male (**g**). Adjusted  $**p = 0.0039$  (P34), adjusted  $p = 0.1939$  (ns) (P36), adjusted  $*p = 0.0138$  (P41), adjusted  $*p = 0.0483$  (P48), adjusted  $p = 0.3939$  (ns) (P62) in female (**g**). Adjusted  $****p < 0.0001$  (length), adjusted  $***p = 0.0001$  (length), adjusted  $*p = 0.0481$  (ratio, male), adjusted  $****p = 0.0001$  (ratio, female), adjusted  $*p = 0.0291$  (ratio, female) (**h**). Adjusted  $****p < 0.0001$ , adjusted  $*p = 0.0361$  (growth plate) in male

mice, Adjusted\*\*\*\* $p < 0.0001$  adjusted\*\*\* $p = 0.0003$  in female mice (i). Adjusted \*\*\*\* $p < 0.0001$ , adjusted\*\* $p = 0.0040$ , \* $p = 0.0305$  (k). Ad lib, ad libitum, DR, dietary restriction, ns, not significant, SOC, secondary ossification center, GP, growth plate. Scale bar; 200  $\mu\text{m}$  (f). All data were presented as the mean  $\pm$  SD. Statistical significance was determined using two-way analysis of variance and Bonferroni's multiple comparison test.

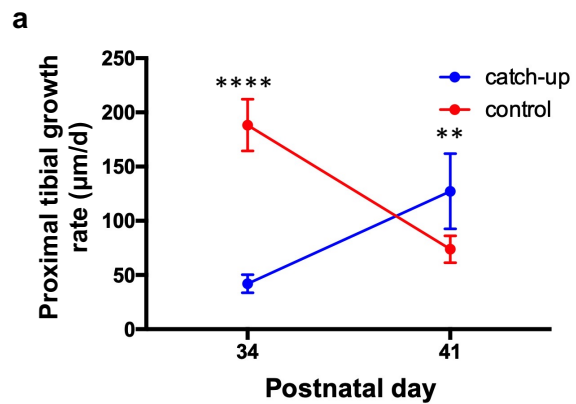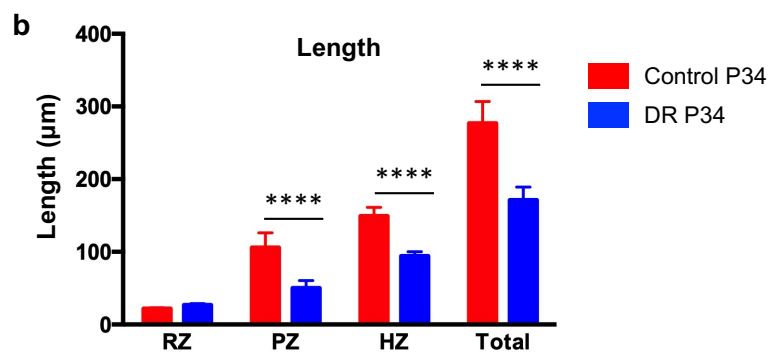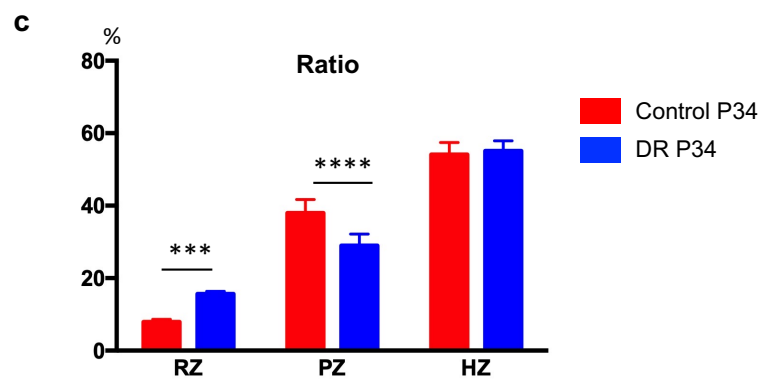

**Supplementary Figure S8. Catch-up growth during ad libitum feeding after a seven-day dietary restriction in *Axin2Cre<sup>ERT2</sup>;R26R<sup>ZsGreen</sup>* mice.** The *Axin2Cre<sup>ERT2</sup>;R26R<sup>ZsGreen</sup>* female mice (pulsed on P23–25) were fed ad libitum for 7 days from P27 (control group) or after seven-day DR from P27 (catch-up group). Mice were subcutaneously injected with alizarin (30 µg/g body weight) 48h prior to euthanization. P34 (n=5 control, n=5 catch-up); P41 (n=5 control, n=5 catch-up). **a** Proximal tibial growth rate after stopping DR in female. Adjusted \*\*\*\*p <0.0001, adjusted \*\*p=0.0023. **b, c** Lengths of total growth plate, resting zone (RZ), proliferative zone (PZ) and hypertrophic zone (HZ), and ratios of RZ, PZ and HZ lengths to total growth plate length in control and DR groups at P34. Adjusted \*\*\*\*p <0.0001 (**b**). Adjusted \*\*\*\*p <0.0001, adjusted \*\*\*p=0.0002 (**c**). All data were presented as the mean ± SD. Statistical significance was determined using two-way analysis of variance and Bonferroni's multiple comparison test.

**a** EdU exclusive assay

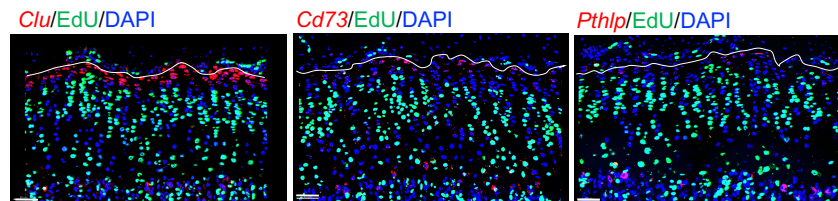

**b** ISH of *Foxa2* and *Clu*

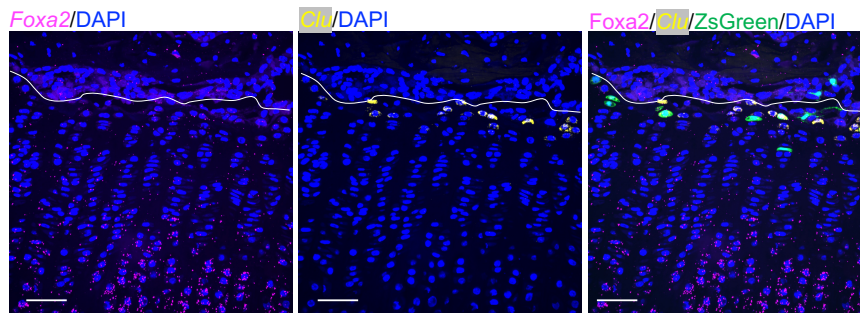

**Supplementary Figure S9.** Expression of chondroprogenitor markers. **a** Representative images for *in situ* hybridization of *Clu*, *Cd73* and *Pthlp* (red) and EdU labeling (green) in the proximal tibial growth plate (n=2). The C57/B6J mice received four consecutive daily injections of EdU (50 µg/g body weight) from P23. Two hours after the last Edu injection, the hind limbs were collected. **b** Representative images for *in situ* hybridization of *Foxa2* (magenta) and *Clu* (yellow), and Axin2<sup>+</sup> cells (green) in the proximal tibial growth plate in the *Axin2*<sup>Cre<sup>ERT2</sup></sup>; *R26R<sup>ZsGreen</sup>* mice (pulsed on P23-P25 (n=3)). At P26, the hind limbs were collected. The white dashed lines demarcate the growth plate from the secondary ossification center. Scale bars: 50 µm.

**a** Selection of resting chondrocytes for LMD-seq

*Ainx2Cre<sup>ERT2</sup>;R26R<sup>TdTomato</sup>*

P30 (Tx P23–25;Before)

P30 (Tx P23–25;After)

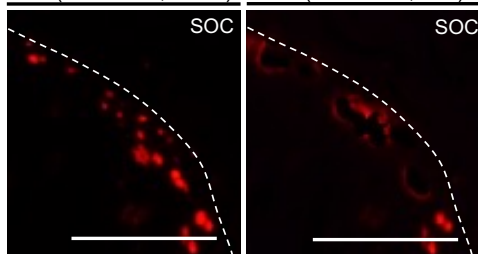

**b** Captured RZ cells

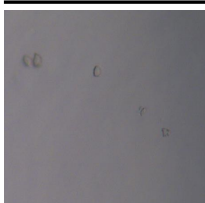

**c** Captured PZ cells

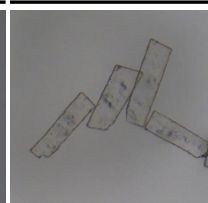

**e** Differentially expressed genes (DEGs)  
1442 genes

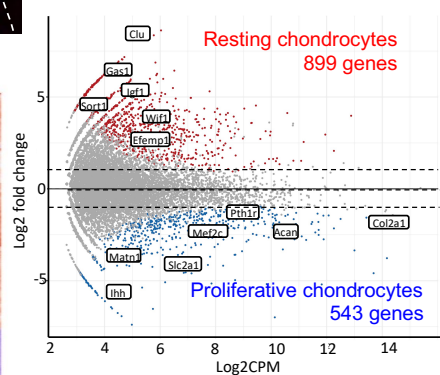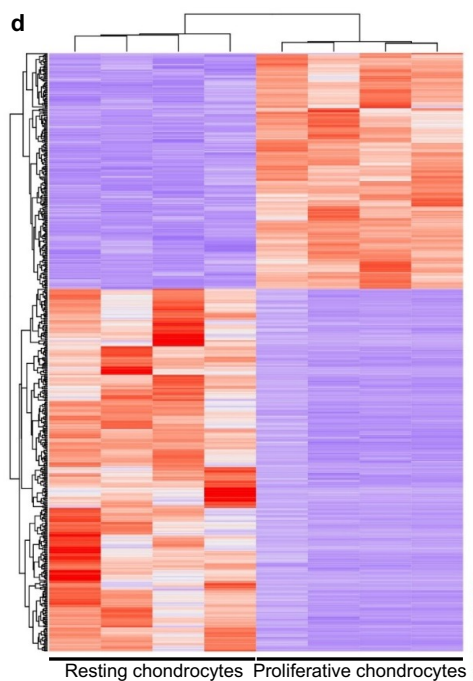

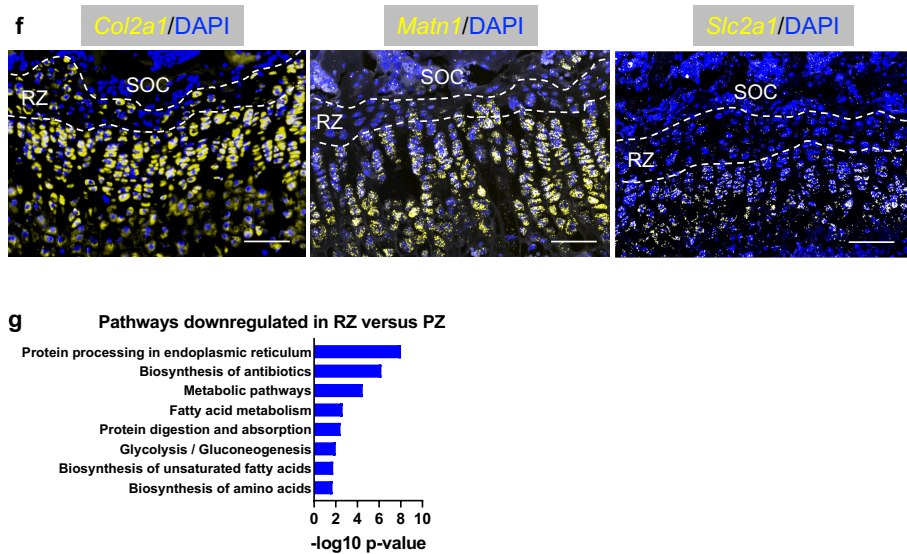

**Supplementary Figure S10. Changes in the transcriptome profiles of resting and proliferative chondrocytes analyzed by RNA-seq from laser microdissected samples. a–c** *Axin2*<sup>Cre<sup>ERT2</sup></sup>;*R26R<sup>TdTomato</sup>* mice received three consecutive daily injections of tamoxifen from P23 and samples were collected at P30 when the resting chondrocytes were labeled with red fluorochrome. **(a)** Resting chondrocytes from the P30 distal femoral growth plate were imaged before and after captured by LMD. The white dashed lines demarcate the growth plate from the surrounding tissues. Scale bars: 200  $\mu$ m. **b, c** Captured resting chondrocytes **(b)** and proliferative chondrocytes **(c)**. **d** Comparative RNA-seq analysis of resting chondrocytes and proliferative chondrocytes. Heat map of the top 500 DEGs (fold change  $> \pm 2$ , FDR  $< 0.01$ ) with hierarchical clustering. **e** MA plot of DEGs between resting chondrocytes (899 genes) and proliferative chondrocytes (543 genes) with representative upregulated genes in each cell population. **f** Representative images of *in situ* hybridization (yellow) of *Col2a1*, *Matn1* and *Slc2a1* (Glut1) in the proximal tibial growth plate of 4 weeks-old C57/B6J mice. **g** KEGG pathways enriched by genes significantly downregulated in the resting zone compared to the proliferative zone. Logarithmic p-values

of significance are indicated on the x-axis. SOC, secondary ossification center. DEG, differentially expressed gene, KEGG, Kyoto Encyclopedia of Genes and Genomes, LMD, laser microdissection, RZ, resting zone, PZ, proliferative zone. The white dashed lines demarcate the resting zone (RZ) from the proliferative zone. Scale Bars: 50  $\mu$ m.

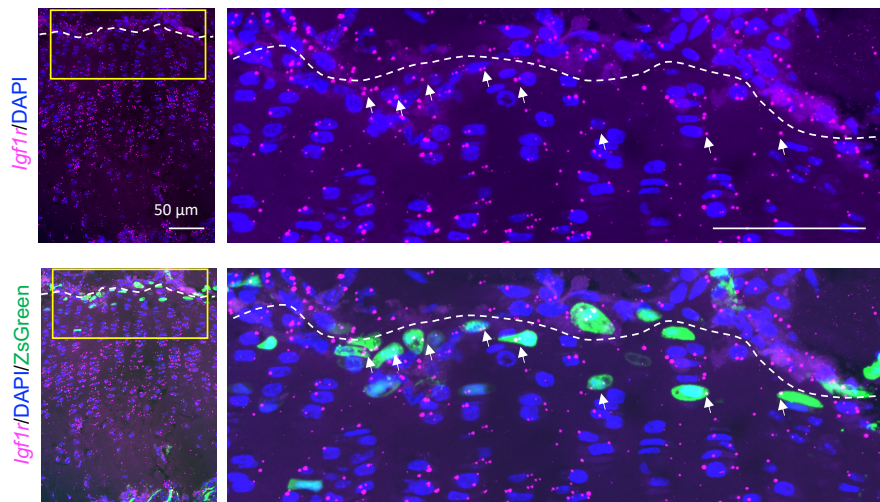

**Supplementary Figure S11. Expression of *Igf1r* in the proximal tibial growth plate.** Representative images for *in situ* hybridization of *Igf1r* (magenta) and Axin2+ cells (green) in the proximal tibial growth plate (n=3). The *Axin2Cre<sup>ERT2</sup>;R26R<sup>ZsGreen</sup>* mice received three daily injection of tamoxifen on P23-P25. At P26, the hind limbs were collected. The white dashed lines demarcate the growth plate from the secondary ossification center. Scale bars: 50  $\mu$ m. Arrows represent *Igf1r*-expressing Axin2+ cells.

Commented [尾市1]: 下の figure だけだとだめでしょうか

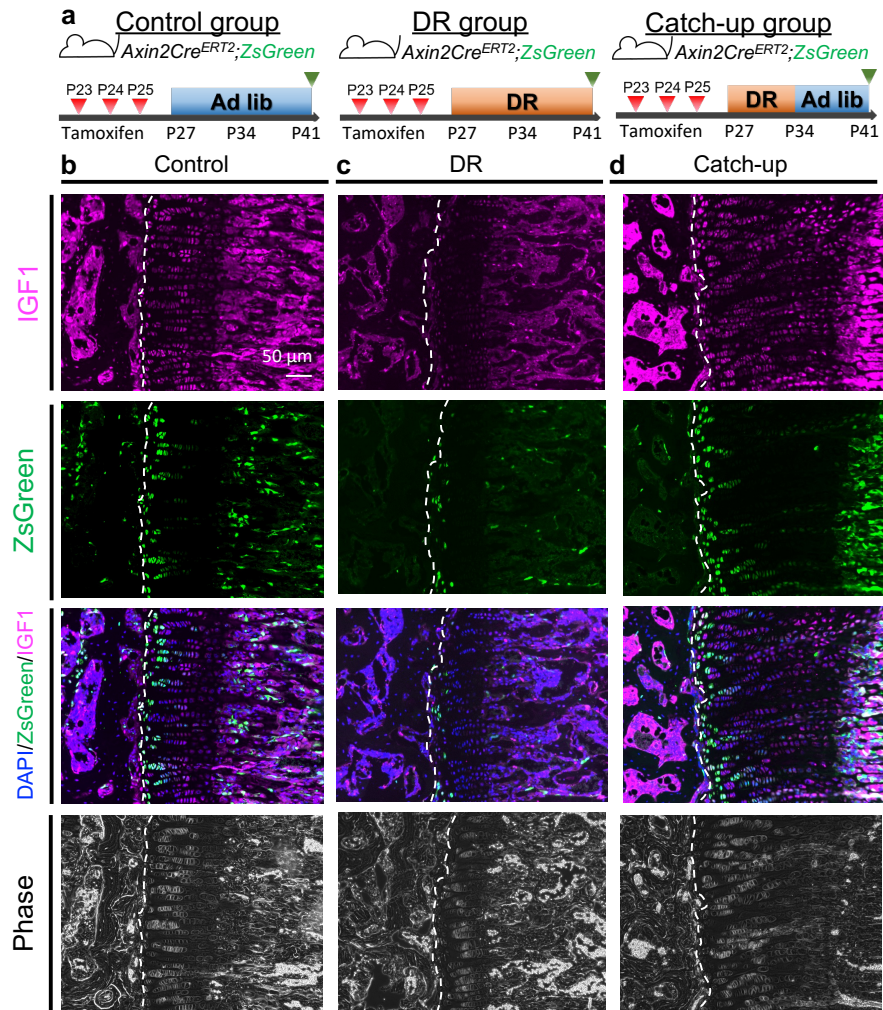

**Supplementary Figure S12. IGF1 expression during catch-up growth in the growth plate.** **a** Schematic diagrams of the mouse catch-up growth model examining the proximal tibial growth plate of C57/B6J mice. The mice were fed ad libitum (control group), subjected to DR from P27-P41, or ad libitum after seven-day DR from P27 (catch-up group). The hind limbs were collected at P41. **b-d** Representative images of

immunostaining of IGF1(magenta) and Axin2+ cells (green) in the proximal tibial growth plate (n=3). The white dashed lines demarcate the growth plate from the secondary ossification center (left). Scale bars: 50  $\mu$ m.

**Supplementary Table S1.** Upstream regulator analysis of the genes changing from resting to proliferative chondrocytes in the growth plate cartilage of 30-day-old mice using Ingenuity Pathway Analysis.

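Ingenuity Pathway Analysis holds a curated collection of which genes respond to which regulators, such as hormones, cytokines, drugs and transcription factors. For each regulator it asks whether the known targets are more frequent among the changed genes than among genes at large, and this overlap gives the P value. The activation z-score then compares the direction in which the targets changed with the direction that an active regulator would give. Its sign gives the direction to which the targets point, and its size how uniformly they do so. A small value of either sign thus points clearly to neither direction. Both columns rest on the expression of the targets and not on the level of the regulator itself. The collection behind this table was not used here.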

| Upstream Regulator | Activation z-score | P value  |
|--------------------|--------------------|----------|
| Lipopolysaccharide | 6.263              | 2.63E-42 |
| Dexamethasone      | 1.579              | 7.63E-38 |
| TNF                | 5.554              | 6.03E-37 |
| TGFB1              | 3.603              | 2.04E-32 |
| IFNG               | 4.349              | 3.07E-29 |
| Beta-estradiol     | 1.195              | 1.35E-27 |
| GATA2              | 4.805              | 6.08E-25 |
| Tretinoin          | 5.841              | 1.29E-22 |
| Progesterone       | -0.108             | 1.72E-22 |
| IL1B               | 4.242              | 4.98E-22 |
| AGT                | 4.406              | 1.9E-20  |
| TCL1A              | 2.813              | 2.65E-19 |
| SPI1               | 4.243              | 4.37E-19 |
| IL6                | 5.108              | 1.48E-18 |
| CSF1               | 1.183              | 9.06E-18 |
| HRAS               | 0.178              | 1.47E-17 |
| FGF2               | 2.897              | 3.02E-17 |
| Immunoglobulin     | -0.631             | 3.37E-17 |

|           |        |          |
|-----------|--------|----------|
| KRAS      | -1.065 | 3.89E-17 |
| STAT3     | 2.69   | 6.4E-17  |
| IL4       | 2.254  | 9.64E-17 |
| D-glucose | 1.607  | 4.27E-16 |
| IGF1      | 1.804  | 4.44E-16 |
| NFKBIA    | 3.305  | 7.03E-16 |
| ERBB2     | -0.983 | 8.07E-16 |

#### Supplementary references

- 1 Kawamoto, T. & Kawamoto, K. Preparation of thin frozen sections from nonfixed and undecalcified hard tissues using Kawamoto's film method (2012). *Methods Mol Biol* **1130**, 149-164, doi:10.1007/978-1-62703-989-5\_11 (2014).
- 2 Kamel-ElSayed, S. A., Tiede-Lewis, L. M., Lu, Y., Veno, P. A. & Dallas, S. L. Novel approaches for two and three dimensional multiplexed imaging of osteocytes. *Bone* **76**, 129-140, doi:10.1016/j.bone.2015.02.011 (2015).
- 3 Mizuhashi, K. *et al.* Resting zone of the growth plate houses a unique class of skeletal stem cells. *Nature* **563**, 254-258, doi:10.1038/s41586-018-0662-5 (2018).
- 4 Newton, P. T. *et al.* A radical switch in clonality reveals a stem cell niche in the epiphyseal growth plate. *Nature* **567**, 234-238, doi:10.1038/s41586-019-0989-6 (2019).
- 5 Lui, J. C. *et al.* Differential aging of growth plate cartilage underlies differences in bone length and thus helps determine skeletal proportions. *PLoS Biol* **16**, e2005263, doi:10.1371/journal.pbio.2005263 (2018).
- 6 Scheiber, A. L. *et al.* 4PBA reduces growth deficiency in osteogenesis imperfecta by enhancing transition of hypertrophic chondrocytes to osteoblasts. *JCI Insight* **7**, doi:10.1172/jci.insight.149636 (2022).

- 7 Mori, Y., Chung, U. I., Tanaka, S. & Saito, T. Determination of differential gene expression profiles in superficial and deeper zones of mature rat articular cartilage using RNA sequencing of laser microdissected tissue specimens. *Biomed Res* **35**, 263-270, doi:10.2220/biomedres.35.263 (2014).
- 8 Morris, L. M., Klanke, C. A., Lang, S. A., Lim, F. Y. & Crombleholme, T. M. TdTomato and EGFP identification in histological sections: insight and alternatives. *Biotech Histochem* **85**, 379-387, doi:10.3109/10520290903504753 (2010).
- 9 Hallett, S. A. *et al.* Chondrocytes in the resting zone of the growth plate are maintained in a Wnt-inhibitory environment. *Elife* **10**, doi:10.7554/eLife.64513 (2021).
- 10 Chan, C. K. *et al.* Identification and specification of the mouse skeletal stem cell. *Cell* **160**, 285-298, doi:10.1016/j.cell.2014.12.002 (2015).

How the deposited data were processed for this re-analysis (not part of the article)

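Laser microdissection and RNA sequencing gave 8 libraries from 4 mice, with 1 resting zone and 1 proliferative zone library per mouse. The zone, the mouse number and the sex of each library were taken from the sample labels, and the zones and labeling protocol from the paper. In the libraries labelled female, 18683 counts fell on *Tsix* and 1367 on *Xist*. In the libraries labelled male, these numbers were 15 and 1. The authors trimmed reads with BBDuk, aligned them with HISAT2 and counted them with HTSeq-count on the Ensembl annotation. They deposited the counts of 43629 genes as whole numbers without normalization. A second deposited table holds the authors' own edgeR comparison of 11840 genes. In it the authors computed a signal per library, which is the CPM scaled by TMM factors. The authors also computed the log2 fold change of the proliferative over the resting zone and the mean log2 CPM of each gene, and deposited both. The likelihood ratio score, the p-value and its false discovery rate follow. These deposited p-values and the score were made by the authors' likelihood ratio test. They are printed only where the authors' deposited table is named.

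All tests here started from the deposited counts. The median total was 317412 counts in the resting zone (range 192882 to 462044) and 585836 counts in the proliferative zone (range 249284 to 631474). Between 9510 and 12401 genes had a count in each library. The 10 most abundant genes held 15.5% to 18.3% of the counts in the resting zone and 20.7% to 22.8% in the proliferative zone, and mitochondrial genes held 4.09% to 7.20%. Genes were named from the authors' table and then from the reference, which left 1104 genes without a name. The comparison used edgeR 4.0.16 in R 4.3.3, with TMM normalization, edgeR's filter by zone (a minimum count of 10 and a minimum total of 15), a common biological coefficient of variation of 0.380 and the quasi-likelihood test. The model held the zone only. The p-values were adjusted by the Benjamini-Hochberg method. Fold changes against a zone in which every library had at most 3 counts were computed against that limit and are given as bounds. Gene lists were tested by Fisher's exact test on the called genes, by camera and fry from limma 3.58.1, and against 10000 random lists matched on mean expression. The random lists were compared on the median log2 fold change of their genes. DESeq2 1.42.0 served as an alternative. Single values were compared by exact permutation over the libraries, which ignores the pairing by mouse. For *Igf1*, sign flips within mice were added. Annotation overlaps used Python 3.11.15, and plots were drawn with matplotlib 3.10.9.

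Libraries with the same number came from the same animal according to the labels, so the numbers pair the libraries. After removal of the zone means, the correlation across genes between the 2 libraries of a mouse was 0.165, 0.0136, 0.137 and 0.0577 in mice 1, 2, 6 and 13. Their mean correlations with the other mice's libraries lay between -0.0615 and -0.00828. As the study's methods name no block, the fit without it is the main one, and a fit with the mouse as a replicate block called 385 genes higher in the resting zone and 230 higher in the proliferative zone. No 2 libraries differed by as little as sampling noise.

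The genes to be named, the gene lists and the alternatives were chosen before the data were examined, apart from those marked as added later. Named genes are those that the paper names for this experiment or as zone markers, the 5 genes with the lowest p-values in each direction among those changed the same way in all mice, and up to 5 members of each reported list with the lowest adjusted p. The alternatives were the likelihood ratio test, DESeq2, other scaling factors, other filters on low counts, the replicate block, a test against a log2 fold change of 1, an adjusted p threshold of 0.05, other correlations for the clustering, other list tests, and each library left out in turn. The lists of cell types and processes were those of osteoclasts, osteoblasts and osteocytes, macrophages, neutrophils, erythroid cells, B lymphoid cells, all hematopoietic cells, endothelium, marrow stroma, chondrocytes, hypertrophic chondrocytes, skeletal muscle, cell cycle, Wnt targets, FoxO targets, sterol biosynthesis and the IGF axis. Of the 20 genes that the paper names, 13 were tested, of which 7 had an adjusted p below 0.01 over all genes and 11 when adjusted over the list alone. The study picked several of these genes on these libraries, so the second number is not independent evidence.

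The fits were tested on simulated counts with the real means and library sizes, in which 200 genes were changed. These genes were drawn from those that passed the filter in the real data. All were raised or lowered by the same log2 fold change, well above the threshold of 1. Of 3933 genes that passed the filter there, 193 were changed, and the quasi-likelihood test recovered 189 of them (97.9%) and called 1 unchanged gene. Of 21 simulated lists, Fisher's exact test, camera and fry each called the 1 changed list and 0 of the 20 unchanged ones. Every member of the changed list was raised, and genes were simulated independently of each other. The simulation thus does not show how the tests behave near the threshold or with correlated genes. It cannot decide between the list tests where they differed on the real data. Upstream regulators from Ingenuity Pathway Analysis and KEGG's own pathway tables were not used here, and in situ hybridization was not analysed here.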

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

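The tests on opposite strands, on carry-over into the proliferative zone and on the resting zone library of mouse 6 were chosen only after the result was seen.

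Genes of blood, marrow and bone cells, which the paper does not discuss, were abundant in the resting zone. The 8 lists of these cells held 69 genes, of which 37 were tested, 37 were higher in the resting zone and 29 were called, with a median log2 fold change of 4.19. The list medians were 4.36 for osteoclasts, 3.20 for osteoblasts and osteocytes, 3.71 for macrophages, 4.61 for neutrophils (4.41 with genes at their bounds), 3.87 for erythroid cells, 5.23 for B lymphoid cells (3.65 at bounds), 4.50 for all hematopoietic cells and 2.28 for marrow stroma. Without the proliferative zone library of mouse 1, these medians were 6.06, 4.85, 6.12, 6.42, 6.08, 6.73 and 6.72 for the first 7 lists. Without that of mouse 6, the osteoclast and hematopoietic medians fell to 3.74 and 3.91, and without that of mouse 13 the B lymphoid one to 4.44. The osteoblast median, over 3 genes, lay between 3.94 and 4.85 without the resting zone library of mouse 6 or any 1 of the proliferative zone libraries.

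*Col1a1* had 15162 CPM in the resting zone against 798 in the proliferative zone, *Hbb-bs* 3376 against 253, *Ctsk* 1219 against 82.8, *S100a8* 492 against 21.7 and *Lyz2* 320 against 22.9. Without mouse 1, these levels in the proliferative zone were 321, 66.2, 25.0, 6.28 and 3.39 CPM. RNA from marrow and bone cells of the neighboring secondary ossification center would raise the lists of unrelated cell types together, and 8 of 8 lists were higher in the resting zone in all 4 mice. With an estimated correlation between genes, camera over the 3793 tested genes put 0 of these lists past an adjusted p of 0.05, and fry put all 8 past it. Over all genes with at least 1 count, camera gave 0.0265 for osteoclasts, osteoblasts and macrophages. It gave 0.0233 for neutrophils and all hematopoietic cells and 0.0386 for marrow stroma. The erythroid (0.0518) and B lymphoid (0.114) lists did not pass there. A candidate explanation is that the resting zone libraries hold RNA of marrow and bone cells. Whether resting chondrocytes express some of these genes themselves was not tested. Of the 69 genes, 0 are also on the hypertrophic chondrocyte list, and these data do not show which of them cartilage itself expresses.

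The 5 genes that the paper names as higher in resting chondrocytes, and *Igf1*, could carry part of this RNA. The proliferative zone libraries hold marrow and bone genes at 12.3%, 3.74%, 0.233% and 1.94% of their resting zone level in mice 1, 2, 6 and 13 (medians of the 8 lists). If *Clu* came from these cells, that share would give 9.77 *Clu* counts in the proliferative zone, where 0 were seen (exact Poisson probability, p = 5.7e-05, counting error only). The number rests on mouse 1, without which 2.25 counts would be needed (exact Poisson probability, p = 0.106). The lowest share of any list would still give 6.55 counts with mouse 1 (exact Poisson probability, p = 0.00143). The dependence on mouse 1 thus keeps the source of *Clu* open, but it was shown for the median share only. The osteoblast and osteocyte list stood higher, at 4.19%, 6.77% and 4.80% in mice 2, 6 and 13, and would need more *Clu* counts there. Bone cells alone were not tested without mouse 1. The share would give 5.01 counts of *Igf1*, where 4 were seen, 6.09 of *Wif1*, where 7 were seen, and 2.42 of *Sorl1*, where 2 were seen. *Efemp1* had 7 counts where 2.83 would be needed, and *Gas1* had 0 where 2.94 would be (exact Poisson probability, p = 0.0528). Without mouse 1, the expected counts were 1.73 for *Igf1*, 2.81 for *Wif1*, 0.877 for *Sorl1*, 1.10 for *Efemp1* and 0.625 for *Gas1*, and 2, 4, 0, 5 and 0 were seen. Only a shortfall of counts was tested, so the excess of *Efemp1* decides nothing. *Clu* fell short at the median share with all 4 mice, but not without mouse 1. From these counts alone, resting chondrocytes and marrow or bone cells thus cannot be told apart as sources of any of the 6 genes. The paper's in situ hybridization found *Clu* and *Igf1* RNA in the resting zone, and *Igf1* in the perichondrium too. That evidence is separate from these counts. Of the 17 genes of the PI3K-Akt list called higher in the resting zone, 3 belong to a marrow or bone list. Those lists are short, so a gene outside them can still come from such cells. The other 14 stood at 19.0%, 7.52%, 7.05% and 6.97% of their resting zone level in the proliferative zone, above the marrow share in 4 of 4 mice. The single lists reach higher shares (macrophage 45.6% in mouse 1, marrow stroma 22.3% in mouse 2), so these tables leave open how much of the PI3K-Akt difference may come from such cells.

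Among the 100 most abundant genes, 85 had an exon overlapping an exon of an opposite-strand gene, against 32.8% of the 17362 annotated genes with a count. The paper does not discuss this. If reads were counted on the strand opposite to the transcripts, this would place the counts of abundant genes on their antisense neighbors. *Tsix* held 93.2% of the counts on *Xist* and *Tsix* in the female libraries, and *mt-Nd6* held at least 69.4% of the mitochondrial protein-coding counts in every library. Amplification by in vitro transcription commonly starts at the 3′ end of transcripts. Outside the 100 most abundant genes, the 1449 genes that overlap the last 300 bases of an opposite-strand coding gene had a median of 169 counts, against 22.0 for 2046 genes that overlap one elsewhere. That is a 7.68-fold difference (permutation test, p = 0.0001, the smallest that 10000 resamples can give). The groups differed in gene type, with 1250 coding genes among the 1449 and 1171 among the 2046. Among coding genes alone the medians were 165.5 and 36 counts, a smaller difference. Other values bear on whether all genes were reversed. Over the 145 pairs of a list member and its opposite-strand partner, the partner had the higher count in 52 (35.9%), and the list member was at least as high in 93 (exact sign test, two-sided, p = 0.000833). This test cannot decide it, because reversed reads from 3′ ends would reach only partners that lie over the end of the list member. The 59 ribosomal protein genes with no gene on the opposite strand had a median of 468 counts over all libraries. The annotation gives reversed reads no source there. These counts argue against a reversal of every read. They leave open a reversal that kept a share of reads on their own strand, since *Xist* itself held 1367 counts in the female libraries. A reversal in some or all genes thus stays open. Where the partner lay over the last 300 bases of the list member, it had the higher count in 29 of 54 pairs (exact sign test, two-sided, p = 0.683). Elsewhere it did in 23 of 91 pairs (Fisher's exact test between the positions, two-sided, p = 0.000701). A partner over the last 300 bases can, however, be a coding gene with transcripts of its own. The partner outcounted the ribosomal protein gene in 7 of 15 pairs (exact sign test, two-sided, p = 1.0). Zone differences of opposite-strand partners correlated at 0.418 across genes, against 0.267 for neighbors without overlap (permutation test, p = 0.07). Reversed strand assignment for some or all genes is therefore a candidate explanation of the high counts opposite abundant transcripts. These values do not show for which genes. It would mean that values of *Gas1*, *Sorl1*, *Slc2a1*, *Pth1r* and other genes with a partner may belong to the partner. Among the genes with the lowest p-values, this concerns *Gm26735*, *Zfp36l1*, *Gm26906*, *Shmt2*, *Bnip3*, *Tcfl5* and *Prmt7*. *Clu*, *Wif1*, *Efemp1*, *Acan*, *Col2a1*, *Matn1*, *Ihh*, *Mef2c* and *Igf1* have no such partner in the annotation. No biological explanation was tested.

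The resting zone library of mouse 6 stood apart from the other 3. It had 151 CPM of *Efemp1* against 27.3 to 39.3, 1037 CPM of *Acan* against 167 to 231, and 6440.03 CPM of *Gm26906* against 1631 to 2181. The only other such value was *Gm26735* in the proliferative zone of mouse 1, at 118 CPM against 60.9 to 68.5. Among the 40 groups of libraries examined, 4 held such a value, where chance gives 2, so the single values are weak evidence. Of the 10 genes of the chondrocyte list, 10 were highest in mouse 6 among the resting zone libraries, where chance gives 2.5. Of the 4 blood lists, 0 were highest there. Of the 263 genes higher in the proliferative zone, 122 (46.4%) were highest in mouse 6 within the resting zone. This library may hold a larger share of cartilage RNA, perhaps with more proliferative cells, than the others. Without it, 472 genes were called higher in the resting zone and 349 in the proliferative zone. A difference between animals was not tested.

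The zone difference of *Perm1* depended on sex, a comparison that the paper does not make. *Perm1* had 143 and 162 CPM in the resting zone of the males and 44.7 and 56.5 CPM in their proliferative zone. In the females it had 306 and 294 CPM in the resting zone and 0 in both proliferative zone libraries. The log2 difference between the sexes was 8.38 (adjusted p = 0.0398 from edgeR's quasi-likelihood test), and it rests on libraries with a count of 0, so its size is no bound. It was the only gene of 3793 past the threshold, while 250 genes had an unadjusted p below 0.05, where chance gives 190. With the mouse as a replicate block, 0 genes passed, and the lowest adjusted p was 0.203. *Ngp*, *Hbb-bs* and *S100a9*, which were chosen after their values were seen, also had counts in the proliferative zone of both males and none in that of the females. If *Perm1* came with marrow RNA, the marrow share would give 14.4 counts in the proliferative zone, where 56 were seen. With the highest share of any list it would give 143. Part of these would fall on the females, where 0 were seen, so this value decides nothing. *Perm1* stood at 31.3% and 34.9% of its resting zone level in mice 1 and 2. The neutrophil, erythroid and B lymphoid lists, at 0 in both females, stood at most at 16.7% and 3.42% there. These shares alone would give fewer *Perm1* counts in the males than were seen. Sex and the amount of marrow RNA in the male libraries still cannot be told apart as sources of this difference. Genes such as *Ngp* showed the same pattern, the shares vary widely between lists, and each sex has 2 mice.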

How the results depend on the processing

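Some alternatives were added after the data were seen: the likelihood ratio test on genes with at least 1 CPM in 4 or more libraries, the corrections for GC content, length and depth, and the restriction to genes without an opposite-strand overlap. All other alternatives and the tests here were set earlier.

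The separation of the zones kept its direction under all 12 alternatives. The numbers of called genes, 419 and 263, depended on the filter and the test. DESeq2 called 690 genes higher in the resting zone. With at least 1 count the numbers were 829 and 468, with at least 10 counts in every library 125 and 137, and with a test against a log2 fold change of 1 they were 207 and 82. An adjusted p below 0.05 gave 635 and 427. The likelihood ratio test with the replicate block gave 396 genes higher in the proliferative zone. Among the alternatives added later, the likelihood ratio test on genes with at least 1 CPM gave 913 and 517, the blocked fit on counts thinned to 192882 per library gave 235 and 156, and the genes without an opposite-strand overlap gave 203 and 127. The fits on fewer genes or counts can call fewer genes by construction. For the others the cause was not tested. Leaving out 1 library gave 255 to 472 genes higher in the resting zone and 183 to 349 higher in the proliferative zone, with 255 reached without the proliferative zone library of mouse 2.

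Of the called genes, 61.4% were higher in the resting zone. This share was 69.5% with library size only, 47.7% with at least 10 counts in every library and 71.6% with the test against a log2 fold change of 1. Library size alone moved the median log2 fold change of all genes by 0.12, the filter of at least 1 count by -0.23, the filter of at least 1 CPM by -0.20, and the GC and length correction by -0.16. Leaving out the proliferative zone library of mouse 6 or 13 moved it by -0.11 or -0.14. The depth of the libraries limits genes such as *Gas1*, *Sorl1*, *Ihh* and *Igf1r*, which the filter left out and which have bounds or few counts.

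*Igf1* differed by 73.6 CPM, and the sign flips within mice gave p = 0.125 (exact test), the smallest that 4 mice allow. Of the named genes and abundant list members, 46 were refitted under the alternatives in 639 comparisons. Their side of the threshold changed in 49 (25 weaker, 24 stronger, 0 reversed), in 12 genes. Leaving out 1 library accounted for 26 of these. The replicate block changed 3 of them, all of which passed the threshold with it, and no other call among these 46 genes. Over all tested genes, the block called 615, of which 567 were among the 682 called without it in the same direction.

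Among the pathway lists, 6 tests were past 0.05, and this number was 11 with DESeq2's calls, 12 with fry and 0 with camera at an estimated correlation. In 168 comparisons of single lists, 32 changed (11 weaker, 21 stronger). Among the lists of cell types and processes, camera at an estimated correlation put 0 past 0.05, with 3 at an unadjusted p below 0.05. The number was 12 with fry, 9 with camera at a preset correlation and 9 with all genes that had at least 1 count. The median of the cell cycle list turned to -0.0519 with at least 1 count. With 1 library left out it lay between -0.0138 and 0.43, and it was below 0 without the resting zone library of mouse 2 (-0.0138) or the proliferative zone library of mouse 13 (-0.00578). That of the Wnt target list turned to -0.281 with at least 1 count. In 195 comparisons of these lists under the alternatives set earlier, 33 changed (29 stronger, 4 reversed). Over genes without an opposite-strand overlap, the median of the hypertrophic list turned from -0.772 to 0.709. The number of genes whose zone difference depended on sex was 1, and it was 0 with the replicate block and 21 with the likelihood ratio test. The cause of these changes was not tested.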

Differences from the paper's values

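Of the alternatives given here, 1, marked below, was chosen only after the result was seen.

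The paper reports 899 genes higher in resting chondrocytes, and 419 were called here. Of the 18 alternatives set before the data were examined, 3 came within a factor of 1.5 of the paper's value. These were DESeq2 with 690 genes, all genes with at least 1 count with 829, and an adjusted p below 0.05 with 635. The other 15 did not, among them the likelihood ratio test with 566. The paper reports 543 genes higher in proliferative chondrocytes, and 263 were called here. Of the 18 alternatives, 4 came within a factor of 1.5, namely the likelihood ratio test with 386 genes, the same test with the replicate block with 396, all genes with at least 1 count with 468, and an adjusted p below 0.05 with 427. The other 14 did not. The likelihood ratio test on genes with at least 1 CPM in 4 or more libraries, chosen after seeing the values, tested 11840 genes and gave 913 and 517. The authors' deposited table also holds 11840 genes. It has 1442 calls, of which 819 are on genes tested here and 623 on genes that were not. Across the 3793 genes in both, its log2 fold changes and those computed here correlated at 0.9999.

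The paper lists *Acan* among the genes lower in resting chondrocytes, and *Mef2c* and *Pth1r* among those higher in proliferative chondrocytes. The direction was the same here, with adjusted p-values of 0.0109, 0.0113 and 0.0119, above the threshold of 0.01. All 3 passed it under the likelihood ratio test (0.0015, 0.00101 and 0.00176), under DESeq2 (0.000627, 0.00171 and 0.00135) and with all genes that had at least 1 count (1.74e-10, 0.000167 and 1.16e-06). *Acan* and *Pth1r* also passed with relative log expression factors (0.00904 and 0.00967), with the replicate block (0.00286 and 0.00593) and without the resting zone library of mouse 6 (3.76e-05 and 0.000169). *Mef2c* passed without the resting zone library of mouse 13 (0.00692). Fig. S10e carries the label *Sort1* among the genes higher in resting chondrocytes, where the text names *Sorl1*. *Sort1*, which overlaps *Gm12523* on the opposite strand, was lower in the resting zone here, with 28.5 ± 10.1 CPM against 78.1 ± 17.8 CPM (SD, n = 4 each), a log2 fold change of -1.44 (adjusted p = 0.0131, edgeR's quasi-likelihood test). It passed the threshold in that direction under the likelihood ratio test (0.00172), DESeq2 (0.00757) and with at least 1 count (0.0088).

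*Gas1*, *Sorl1* and *Ihh*, which the paper names, were below the filter on low counts used here and were called in the fit over all genes with at least 1 count. The paper names fatty acid metabolism, unsaturated fatty acids and amino acid biosynthesis as lower in resting chondrocytes. With the hand-written lists, these had adjusted p-values of 0.528, 0.248 and 0.305. Fatty acid metabolism passed 0.05 with the likelihood ratio test's calls (0.00344), DESeq2's calls (0.00168), fry (0.00342) and random lists (7e-04). Unsaturated fatty acids passed with the same 4 and with the replicate block and camera at a preset correlation. Amino acid biosynthesis passed with fry (0.002).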

Other observations

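The tests on other splits of the pathway and marker lists, on GC content, gene length and depth, on the spread of the chondrocyte genes and on lists without opposite-strand overlaps were chosen only after the result was seen.

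The number of called genes was set against all 35 splits of the 8 libraries into 4 and 4. With the zones, 682 genes were called, and the most in any other split was 1, so 1 of 35 splits gave as many. Of the 8 splits that part all pairs of libraries from 1 mouse, 1 gave as many, and the most in the others was 0. For the pathway lists, 1 of 35 splits gave 6 or more lists past the threshold. Fisher's exact test works on called genes, and the other splits had at most 1, so this outcome followed from the calls. It is no separate evidence for the pathway lists. For the lists of cell types and processes, which camera tested without calls, 1 of 35 splits gave 3 or more with an unadjusted p below 0.05. A chance split of the libraries is thus unlikely to give the number of called genes or of these cell type and process lists. Removing each library's trend on GC content and gene length in the blocked fit called 354 genes higher in the resting zone and 292 higher in the proliferative zone, and 562 of the 682 genes were called in both fits. These trends are an unlikely source of most calls.

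More genes were called higher in the resting zone (61.4%) than in the proliferative zone. If the larger proliferative zone libraries had caused this, thinning all libraries to the same total would bring the share toward balance. It was 60.1% after thinning in the blocked fit, against 62.6% without thinning, so library size is unlikely to be the whole cause. Removing the trends on GC content and gene length in the same blocked fit lowered the share to 54.8%, most of the way to balance. These trends may therefore account for part of the excess, and these values do not show whether they account for all of it, because the correction also moved the median log2 fold change of all genes by -0.16. The 10 most abundant genes held 20.7% to 22.8% of the counts in the proliferative zone and 15.5% to 18.3% in the resting zone. Scaling by library size only lowers the other genes of the proliferative zone for that reason, and the share was then 69.5%. Whether TMM factors removed this effect in full was not tested, so a few abundant genes stay open as a source, as does RNA of additional cell types in the resting zone libraries.

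Genes of the chondrocyte list (without *Acan*, *Col2a1* and *Matn1*) were lower in the resting zone in 10 of 10 cases, with a median log2 fold change of -1.85 (-2.47 without the resting zone library of mouse 6). A lower share of chondrocyte RNA in the resting zone libraries would lower them alike. The mean log2 difference across mice ranged from -3.40 for *Hapln1* to -1.43 for *Col9a1*. Its standard deviation of 0.688 across the genes compares with 0.430 when genes were permuted within mice (permutation test, p = 0.001). A uniform dilution of chondrocyte RNA is thus unlikely to be the whole cause, while a partial dilution stays open, and a difference in matrix gene expression between the zones was not tested apart from it.

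The paper proposes that contamination with prehypertrophic cells gave the prehypertrophic markers in the proliferative zone. The hypertrophic list had a median log2 fold change of -0.77, with 6 of 10 genes lower and 4 higher in the resting zone. This median was -1.52 with at least 1 count, -0.30 and -0.39 without the proliferative zone library of mouse 1 or 6, and 0.71 over the 7 genes with no opposite-strand overlap, so neither its size nor its sign was stable. *Col10a1*, which overlaps *Nt5dc1* on the opposite strand, and *Panx3* were higher in the proliferative zone, with log2 fold changes of -4.28 and -4.78. Without the resting zone library of mouse 6, *Panx3* had -5.40 and *Col10a1* was at least 17.0-fold lower in the resting zone. *Mmp13* was higher in the resting zone, with a log2 fold change of 4.66, which was 6.69 without the proliferative zone library of mouse 1 and 4.07 without that of mouse 6. *Ibsp* was higher too, with 3.82 (adjusted p = 0.0136, edgeR's quasi-likelihood test). Its adjusted p was 0.00279 with the mouse as a replicate block, and without the proliferative zone library of mouse 1 it was 7.72e-05, with *Ibsp* at least 74.6-fold higher. Bone cells also express *Mmp13* and *Ibsp*, so that RNA from hypertrophic cells in the proliferative zone and RNA from bone in the resting zone cannot be told apart in this median. The first may explain *Ihh*, *Mef2c* and *Pth1r*, but no value here decides it.

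The other lists were not tied to a claim. The sterol biosynthesis list had a median of -1.60, lower in 4 of 4 mice, and of -2.38 without the resting zone library of mouse 13. The IGF axis list had a median of 1.92 over 6 genes (1.79 at bounds), higher in 4 of 4 mice. It fell to 0.29, 0.0283 and 0.16 without the resting zone library of mouse 1, 2 or 13 and to 0.38 without the proliferative zone library of mouse 13, and it was 2.66 without that of mouse 1, so this median depends on single libraries. Without genes that overlap an opposite-strand gene, it was 4.35. The cell cycle list had 0.17 (0.55 without such genes), Wnt targets 1.46 over 2 genes (0.28 over the 1 without overlap), FoxO targets 0.50 over 3 and endothelium 0.35 over 1, and 0 skeletal muscle genes were tested. None of these had an adjusted p below 0.05 with camera at an estimated correlation over the tested genes. Sterol biosynthesis, the IGF axis and the FoxO targets did with fry. With camera at the preset correlation, sterol biosynthesis (0.0212) and the IGF axis (0.0495) passed, and the cell cycle, Wnt and FoxO lists did not. Over all genes with at least 1 count, sterol biosynthesis passed (0.0143), and the IGF axis (0.0757), cell cycle, Wnt and FoxO lists did not. *Mki67* had 63.1 ± 48.4 CPM in the resting zone and 18.4 ± 9.78 CPM in the proliferative zone (SD, n = 4 each), a log2 fold change of 1.72 (adjusted p = 0.0515, edgeR's quasi-likelihood test). It was higher in the resting zone in 3 of 4 mice, and its adjusted p was 0.00805 without the resting zone library of mouse 6, while without that of mouse 2 its resting mean was 40.9 CPM and its log2 fold change 1.04 (adjusted p = 0.237). *Axin2*, whose promoter labels the resting zone cells and which overlaps *Gm11670* on the opposite strand, had 1 count in the proliferative zone and 0 in the resting zone, which shows only that it was not detectable at this depth. *Pthlh* and *Foxa2* were at or under 3 counts in at least 1 zone. *Nt5e* had a log2 fold change of 1.49 (adjusted p = 0.186) and was higher in the resting zone in 2 of 4 mice. Without the resting zone library of mouse 6, its resting mean fell from 65.4 to 28.1 CPM and its log2 fold change to 0.26.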
